# CRISPR/Cas9-mediated nexilin deficiency interferes with cardiac contractile function in zebrafish in vivo

**DOI:** 10.1038/s41598-023-50065-9

**Published:** 2023-12-19

**Authors:** Janessa Hofeichner, Bernd Martin Gahr, Magdalena Huber, Alena Boos, Wolfgang Rottbauer, Steffen Just

**Keywords:** Developmental biology, Molecular biology, Physiology, Cardiology, Diseases

## Abstract

Nexilin (NEXN) plays a crucial role in stabilizing the sarcomeric Z-disk of striated muscle fibers and, when mutated, leads to dilated cardiomyopathy in humans. Due to its early neonatal lethality in mice, the detailed impact of the constitutive homozygous *NEXN* knockout on heart and skeletal muscle morphology and function is insufficiently investigated. Here, we characterized a constitutive homozygous CRISPR/Cas9-mediated *nexn* knockout zebrafish model. We found that Nexn deficient embryos developed significantly reduced cardiac contractility and under stressed conditions also impaired skeletal muscle organization whereas skeletal muscle function seemed not to be affected. Remarkably, in contrast to *nexn* morphants, CRISPR/Cas9 *nexn*^*−/−*^ knockout embryos showed a milder phenotype without the development of a pronounced pericardial edema or blood congestion. *nexn*-specific expression analysis as well as whole transcriptome profiling suggest some degree of compensatory mechanisms. Transcripts of numerous essential sarcomeric proteins were massively induced and may mediate a sarcomere stabilizing function in *nexn*^*−/−*^ knockout embryos. Our findings demonstrate the successful generation and characterization of a constitutive homozygous *nexn* knockout line enabling the detailed investigation of the role of *nexn* on heart and skeletal muscle development and function as well as to assess putative compensatory mechanisms induced by the loss of Nexn.

## Introduction

According to the World Health Organization (WHO), cardiovascular disease is the leading cause of death worldwide, accounting for approximately 17.9 million deaths per year^1^. One of the main causes of heart failure is dilated cardiomyopathy (DCM), which leads to the dilation of the heart muscle and thus to impaired contractile function that can cause heart failure and sudden cardiac death^2,3^. DCMs are frequently caused by mutations in genes encoding for proteins such as Titin, α-Actin, Myosin Heavy Chain or Nexilin (NEXN) that make up the sarcomere, the basic contractile unit of striated muscle^2,4,5^.

*NEXN* was first identified in a screen for cardiac proteins associated with DCM in humans^6^. As a F-actin-binding protein, NEXN appears to play a role in linking the actin cytoskeleton to the plasma membrane and is predominantly expressed in cardiomyocytes and skeletal muscle cells^7^. We have shown that Morpholino (MO)-induced knockdown of *nexn* disrupts sarcomeric integrity and Z-disc architecture leading to DCM in zebrafish. Similar structural Z-disk alterations were observed in patients carrying *NEXN* mutations^6^. Furthermore, NEXN deficiency in mice was shown to be associated with the development of DCM^8,9^, endomyocardial fibroelastosis, characterized by increased deposition of collagen and elastin, as well as the intrauterine or early postnatal lethality^6,10^. Recent studies suggest that NEXN is also involved in the initiation and formation of T-tubules, which are required for Ca^2+^ signaling from the sarcoplasmic reticulum in cardiomyocytes^11^. Interestingly, although *NEXN* is also highly expressed in skeletal muscle, loss of NEXN appears to have more deleterious effects on cardiac muscle^6^. Patients with *NEXN* mutations suffer primarily from cardiac dysfunction and do not show skeletal muscle impairments. In zebrafish, defective skeletal muscle structure and function were also found only after a drastic increase in workload^6^.

In the study presented here, we established and characterized a CRISPR/Cas9-mediated homozygous zebrafish model of constitutive Nexn deficiency. The ability of zebrafish to survive up to 5 days post fertilization without a functioning cardiovascular system allows the detailed analysis of the impact of loss of the important sarcomeric protein Nexn. We found that Nexn*-*deficient embryos develop a progressive form of DCM even under basal conditions and additional skeletal muscle defects under stress conditions. Interestingly, the muscular defects observed here are milder than those seen after MO-mediated *nexn* knockdown. Analysis of transcriptional profiles suggests that there are certain compensatory transcriptional changes in CRISPR/Cas9-mediated Nexn-deficient zebrafish embryos, namely the induction of expression of essential sarcomeric proteins, which may mitigate the detrimental loss of Nexn. This zebrafish line will allow to study the role of *nexn* in cardiac and skeletal muscle development and function in more detail and the possible compensatory mechanisms triggered by mutation of *nexn.*

## Results

### CRISPR/Cas9-induced homozygous knockout of *nexn* causes progressive cardiac dysfunction without affecting skeletal muscle function in zebrafish

Several studies in different animal models and cardiomyopathy patients have shown that loss of *NEXN* is leading to DCM which is characterized by an impaired contractility of the heart^6,10,12^. Homozygous loss of *NEXN* mostly causes intrauterine or early postnatal lethality^12,13^, impeding the assessment of effects on early muscle development as well as cardiac and skeletal muscle function. In addition to previous studies demonstrating the effects of MO-mediated knockdown of *nexn* in zebrafish, we here generated a constitutive homozygous CRISPR/Cas9-induced *nexn* knockout zebrafish line. A 32 nucleotide deletion within exon 2 leads to the establishment of a premature stop codon causing the termination of protein translation at position 49 within the first actin-binding-domain of Nexn (Fig. 1a). Nexn loss was confirmed via immunoblot analysis where we found a significant reduction of Nexn protein levels in homozygous *nexn*^*−/−*^ embryos (N = 4, p = 0.0286) (Fig. 1b,c and Supplementary Fig. S1). Nevertheless, quantitative RT-PCR (qPCR) analysis revealed that *nexn* mRNA levels were unaltered in *nexn*^*−/−*^ embryos (N = 4, p = 0.1429) (Fig. 1d). Additionally, RNA in situ hybridization showed similar *nexn* expression patterns and quantity in skeletal muscle and heart in both, *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 24 h post fertilization (hpf) (Fig. 1e). Furthermore, the Kaplan–Meier curve did not show increased mortality of *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos between 24 and 120 hpf (Fig. 1f). In fact, *nexn*^*−/−*^ fish survive to adulthood, are fertile and could be kept for several years. Nevertheless, adult fish showed a tendency towards increased heart weight/body weight ratio in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ fish (N = 3, p = 0.1000) (Supplementary Fig. S2), suggesting a putative late-onset of cardiomyopathy.

**Figure 1:**
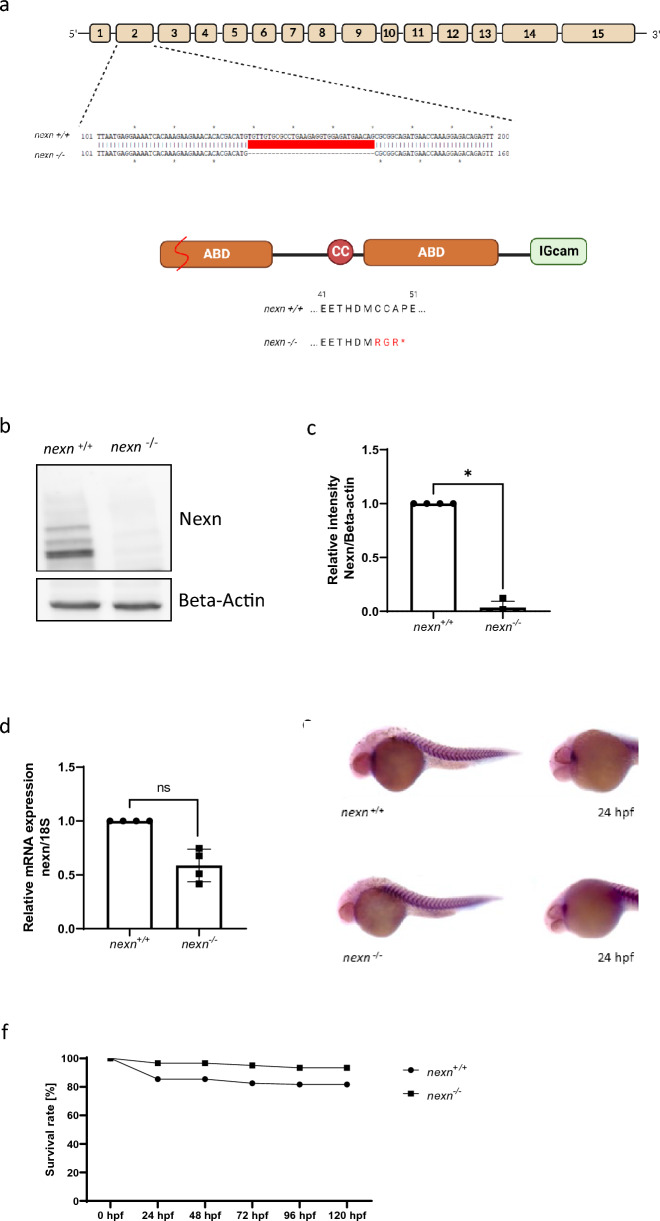
Generation of zebrafish *nexn* knockout by CRISPR/Cas9 gene editing. (**a**) Structure of the *nexn* gene and protein. Nexn consists of a central coiled coil domain (CC) flanked by two actin-binding domains (ABD) and a C-terminal immunoglobulin superfamily class (IGcam). The deletion of 32 nucleotides in exon 2 by CRISPR/Cas9 editing leads to a frameshift and premature stop codon, and thereby to a termination of the Nexn translation after 49 amino acids within the first actin-binding domain. (**b**,**c**) Immunoblot and quantification of protein lysates of *nexn*^*−/−*^ embryos showing reduced Nexn protein levels compared to *nexn*^+*/*+^ embryos at 72 hpf (N = 4, mean ± SD, p < 0.0286 using Wilcoxon test); original blot shown in Supplementary Fig. S1. (**d**) Quantitative real-time PCR of *nexn*^*−/−*^ embryos showing similar *nexn* mRNA levels compared to *nexn*^+*/*+^ embryos at 72 hpf (N = 4, mean ± SD, p = 0.149 using Wilcoxon test). (**e**) in situ hybridization shows *nexn* expression in heart and skeletal muscle at a similar level in *nexn*^*−/−*^ and *nexn*^+*/*+^ embryos at 24 hpf (N = 3, n = 15). (**f**) *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos do not show differences regarding survival rate at any developmental stage (N = 3 with a total number of 87 and 62 embryos, respectively, mean). *ns* not significant, *p < 0.05.

Interestingly, in contrast to the MO-mediated knockdown of *nexn* which led to the development of a pronounced pericardial edema, reduced ventricular fractional shortening (FS) and impaired skeletal muscle organization (Supplementary Fig. S3), overall morphology of *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos did not differ significantly (Fig. 2a,b and Supplementary Fig. S4). To assess skeletal muscle function, birefringence analysis was performed. Signal intensity was at the same level in *nexn*^*−/−*^ and *nexn*^+*/*+^ embryos at 48 and 72 hpf (48 hpf: N = 3, n = 15, p = 0.1301); (72 hpf: N = 3, n = 14/15, p = 0.1201) but significantly reduced in *nexn*^*−/−*^ embryos at 120 hpf (N = 3, n = 15, p < 0.0001) (Fig. 2a,c). Nevertheless, muscle structure of *nexn*^*−/−*^ embryos, assessed by the immunostaining of the sarcomeric protein Titin, was indistinguishable from *nexn*^+*/*+^ embryos at 48, 72 and 120 hpf (N = 3, n = 15) (Fig. 2d). Also responsiveness to mechanical stimuli seemed not to be affected at any stage (N = 3, p > 0.9999 for all) (Fig. 3a). For detailed analysis of the touch-evoked flight response, we calculated the velocity and acceleration of *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos. Movement is illustrated representative for 48, 72 and 120 hpf (Supplementary Fig. S5). Velocity appeared increased in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos at 48 hpf (N = 3, n = 15, p = 0.0017) but not at later time points (72 hpf: N = 3, n = 14/15, p = 0.8709); (120 hpf N = 3, n = 15, p = 0.3610). Acceleration was unaffected in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos at all analyzed stages (48 hpf: N = 3, n = 15, p = 0.2121); (72 hpf: N = 3, n = 14/13, p = 0.8709); (120 hpf N = 3, n = 15, p = 0.3610) (Fig. 3b,c). To analyze heart function in *nexn*^*−/−*^ embryos, heart rate, enddiastolic ventricular diameter (EVD) and FS were assessed at 48, 72 and 120 hpf. Heart rate was significantly increased in *nexn*^*−/−*^ embryos at 48 hpf (N = 3, n = 15, p = 0.0404) but did not differ at later developmental stages (72 hpf: N = 3, n = 15, p = 0.6927); (120 hpf: N = 3, n = 15, p = 0.2300) (Fig. 3d). EVD was significantly reduced in 48 hpf *nexn*^*−/−*^ embryos (N = 3, n = 15, p = 0.0350) but at similar levels as in *nexn*^+*/*+^ embryos at 72 and 120 hpf (72 hpf: N = 3, n = 15, p = 0.6099); (120 hpf: N = 3, n = 15, p = 8075) (Fig. 3e). FS was not significantly affected at 48 hpf (N = 3, n = 15, p = 0.2315) but significantly decreased at 72 as well as 120 hpf in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos (72 hpf: N = 3, n = 15, p = 0.0300); (120 hpf: N = 3, n = 14/15, p = 0.0141) (Fig. 3f). Immunostaining against Meromyosin (MF20, red) and atrial Myosin Heavy Chain (S46, green) showed proper cardiac differentiation and specification into ventricle and atrium in *nexn*^*−/−*^ embryos (N = 3, n = 15) (Fig. 3g). Taken together, these findings are in line with already published results of Nexn loss leading to cardiac dysfunction without significantly interfering with skeletal muscle structure and function^6^.

**Figure 2:**
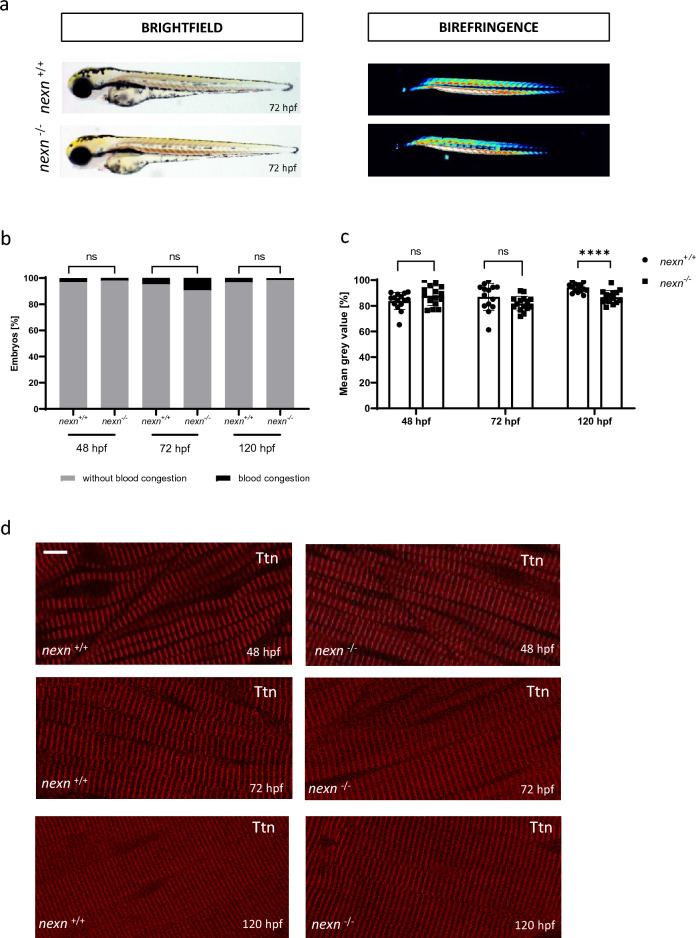
*nexn* knockout does not lead to severe skeletal muscle deficits. (**a**) Brightfield and birefringence images do not reveal phenotypical differences between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 72 hpf. (**b**) Percentage of embryos showing phenotypical abnormalities does not differ between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 48, 72 or 120 hpf (N = 3, mean ± SD, 48 hpf: p > 0.9999, 72 hpf: p = 0.6000, 120 hpf: p > 0.9999 using Mann–Whitney test). (**c**) Densitometric quantification of birefringence signals of *nexn*^*−/−*^ and *nexn*^+*/*+^ embryos reveals significant differences at 120 (N = 3, n = 15, mean ± SD, p < 0.0001 using two-tailed *t*-test) but not 48 or 72 hpf (N = 3, n = 14/15, mean ± SD, 48 hpf: p = 0.1301, 72 hpf: p = 0.1201 using two-tailed *t*-test). (**d**) Immunostaining of *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 48, 72 and 120 hpf against Titin does not show muscle disruption. Scale bar (1 µm) refers to all images. *ns* not significant, ****p < 0.0001. Exact values (mean ± SD) are shown in Supplementary Table 1.

**Figure 3:**
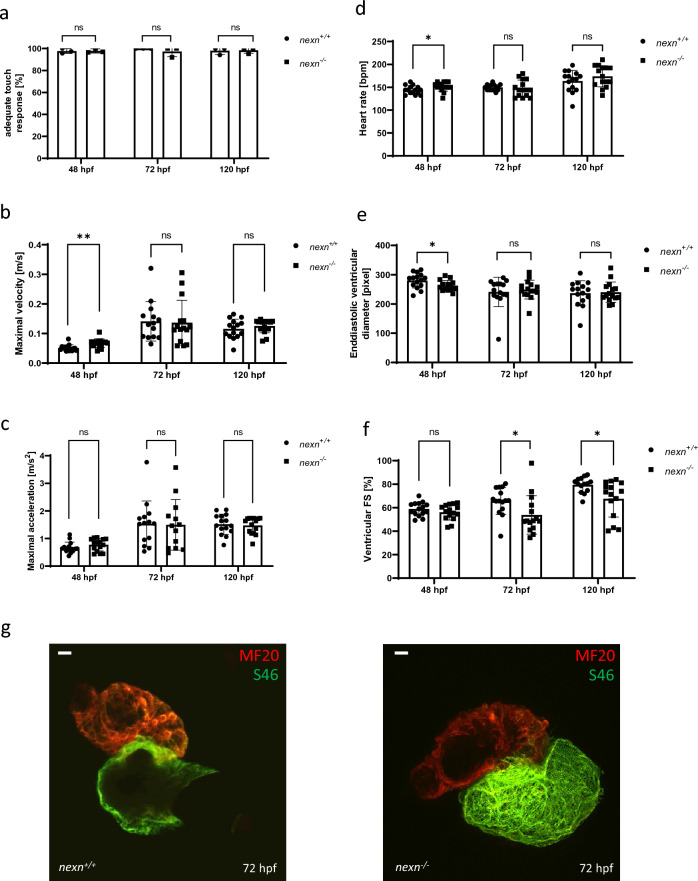
*nexn* knockout causes reduced cardiac function in zebrafish. (**a**) *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos do not show differences regarding responsiveness to mechanical stimuli at any developmental stage (N = 3, mean ± SD, p > 0.9999 for all using Mann–Whitney test). (**b**) *nexn*^*−/−*^ embryos showing increased velocity at 48 hpf (N = 3, n = 15, mean ± SD, p = 0.0017 using two-tailed *t*-test) but not at later time points (N = 3, n = 14/15, mean ± SD, 72 hpf: p = 0.8709, 120 hpf: p = 0.3610 using two-tailed *t*-test). (**c**) Acceleration is at a similar level in *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 48, 72 and 120 hpf (N = 3, n = 14/15, mean ± SD, 48 hpf: p = 0.2121, 72 hpf: p = 0.9312, 120 hpf: p = 0.7324 using two-tailed *t*-test). (**d**) Heart rate was increased in *nexn*^*−/−*^ embryos at 48 hpf (N = 3, n = 15, mean ± SD, p = 0.0404 using two-tailed *t*-test) but at a similar level as in *nexn*^+*/*+^ embryos at 72 and 120 hpf (N = 3, n = 15, mean ± SD, 72 hpf: p = 0.6927, p = 0.2300 using two-tailed *t*-test). (**e**) Whereas enddiastolic ventricular diameter was significantly decreased in *nexn*^*−/−*^ embryos at 48 hpf (N = 3, n = 15, mean ± SD, p = 0.0350 using two-tailed *t*-test), it was not affected at 72 or 120 hpf (N = 3, n = 15, mean ± SD, 72 hpf: p = 0.6099, 120 hpf: p = 0.8075 using two-tailed *t*-test). (**f**) Analysis of ventricular fractional shortening does not show altered heart contractility in *nexn*^*−/−*^ at 48 hpf (N = 3, n = 15, mean ± SD, p = 0.2315 using two-tailed *t*-test) but reduced contractility at 72 and 120 hpf (N = 3, n = 15, mean ± SD, 72 hpf: p = 0.0300, 120 hpf: p = 0.0141 using two-tailed *t*-test). (**g**) MF20/S46 staining shows properly differentiated ventricle and atrium in *nexn*^*−/−*^ and *nexn*^+*/*+^ embryos at 72 hpf. Scale bar (20 µM) refers to both images. *FS* fractional shortening, *ns* not significant, *p < 0.05, **p < 0.01. Exact values (mean ± SD) are shown in Supplementary Table 1.

### Increased workload results in impaired skeletal muscle function in Nexn deficient zebrafish embryos

In *nexn* morphant embryos, it was shown that skeletal muscle dysfunction can be provoked by increasing their workload via electrical stimulation^6^. Here, we aimed to mimic this approach by increasing the viscosity of the medium by adding 1% methylcellulose and incubating embryos for 2 h^14,15^. Stressing the embryos did not lead to morphological alterations of *nexn*^*−/−*^ embryos compared to *nexn*^+*/*+^ at 48, 72 or 120 hpf (Fig. 4a,b and Supplementary Fig. S4). Similar to the unstressed embryos, skeletal muscle organization and function was tested. Birefringence analysis did not reveal altered signal intensity in *nexn*^*−/−*^ embryos at 48 and 72 hpf (48 hpf: N = 3; n = 14/15, p = 0.6516); (72 hpf: N = 3, n = 15, p = 0.2193). Again, 120 hpf *nexn*^*−/−*^embryos showed a significant reduction in birefringence signal, also under stress conditions (N = 3, n = 15, p = 0.0046) (Fig. 4c). Immunostaining of Titin showed organized myofibrils at 48 and 72 hpf *nexn*^*−/−*^ embryos after methylcellulose stress. Surprisingly, 120 hpf *nexn*^*−/−*^ embryos seemed to have unaltered myofibrillar assembling in caudal areas (data now shown) of their skeletal muscles, whereas they showed unorganized myofibrils in more cranial regions (exact location shown in schematic illustration) (Fig. 4d). Touch-evoked flight response was unaltered in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos independently of their developmental stage (48 hpf: N = 3, p > 0.9999 for all) (Fig. 5a). A more detailed look at the motility of the embryos under stress conditions revealed no significant changes regarding velocity (48 hpf: N = 3, n = 15, p = 0.7875); (72 hpf: N = 3, n = 13, p = 0.5478); (120 hpf: N = 3, n = 15, p = 0.5202) or acceleration (48 hpf: N = 3, n = 15, p = 0.2460); (72 hpf: N = 3, n = 13, p = 0.1754); (120 hpf: N = 3, n = 15, p = 0.9284) in 48, 72 or 120 hpf *nexn*^*−/−*^ embryos. (Fig. 5b,c). Movement of *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos is illustrated representatively (Supplementary Fig. S5). Moreover, cardiac function under stress conditions was assessed. Heart rate of *nexn*^*−/−*^ embryos was at a similar level when compared to *nexn*^+*/*+^ embryos independently of their developmental stage (48 hpf: N = 3, n = 15, p = 0.1738); (72 hpf: N = 3, n = 15, p = 0.3121); (120 hpf: N = 3, n = 15, p = 0.8520) (Fig. 5d). Whereas EVD was not affected at 48 and 72 hpf (48 hpf: N = 3, n = 15, p = 0.1807); (72 hpf: N = 3, n = 15, p = 0.4152), 120 hpf *nexn*^*−/−*^ embryos had a significantly increased EVD (N = 3, n = 14/15, p = 0.0117) (Fig. 5e). Similar to unstressed conditions, stressed *nexn*^*−/−*^ embryos developed a significant reduction of FS starting from 72 hpf (72 hpf: N = 3, n = 15, p = 0.0379); (120 hpf: N = 3, n = 14/15, p = 0.0020) whereas FS was unaltered at 48 hpf (N = 3, n = 15, p = 0.1807) (Fig. 5f). These effects are in line with previous studies showing myofibrillar disruption in skeletal muscle tissue under stress conditions^6^.

**Figure 4:**
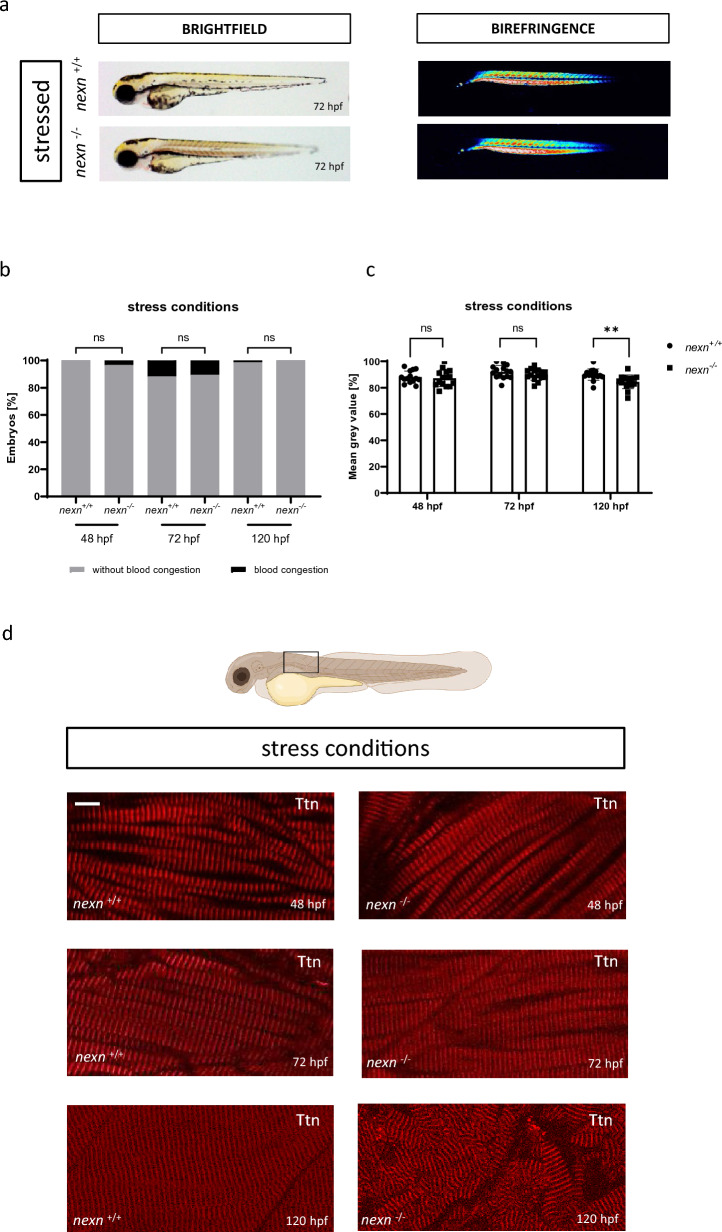
Increased muscular workload causes skeletal muscle disruption in later developmental stages of *nexn* knockout embryos. (**a**) Brightfield and birefringence images do not reveal phenotypical differences between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 72 hpf. (**b**) Percentage of embryos showing phenotypical abnormalities does not differ between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 48, 72 or 120 hpf (N = 3, mean ± SD, 48 hpf: p > 0.9999, 72 hpf: p = 0.8000, 120 hpf: p > 0.9999 using Mann–Whitney test). (**c**) Densitometric quantification of birefringence signals of *nexn*^*−/−*^ and *nexn*^+*/*+^ embryos after stress reveals significant differences at 120 (N = 3, n = 15, mean ± SD, p < 0.0046 using two-tailed *t*-test) but not 48 or 72 hpf (N = 3, n = 14/15, mean ± SD, 48 hpf: p = 0.6516, 72 hpf: p = 0.2193 using two-tailed *t*-test). (**d**) Immunostaining of *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos after stress against Titin does not show altered muscle fibers at 48 and 72 hpf but severe muscle disruption in cranial regions (location shown in schematic illustration; created with biorender.com) at 120 hpf. Scale bar (1 µm) refers to all images. *ns* not significant, **p < 0.01. Exact values (mean ± SD) are shown in Supplementary Table 1.

**Figure 5:**
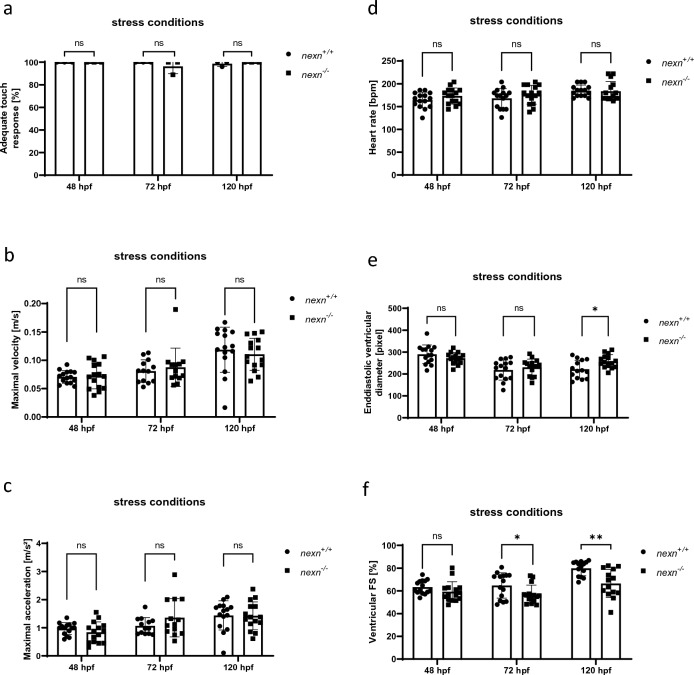
Increased muscular workload does not lead to aggravated cardiac dysfunction in *nexn* knockout zebrafish. (**a**) *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos do not show significant differences regarding responsiveness to mechanical stimuli at 48, 72 or 120 hpf (N = 3, mean ± SD, p > 0.9999 for all using Mann–Whitney test). (**b**) Maximal velocity was not affected at any developmental stage after increasing workload (N = 3, n = 15, mean ± SD, 48 hpf: p = 0.7875, 72 hpf: p = 0.5428, 120 hpf: p = 0.5202 using two-tailed *t*-test). (**c**) Maximal acceleration is at a similar level in *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 48, 72 and 120 hpf (N = 3, n = 15, mean ± SD, 48 hpf: p = 0.2460, 72 hpf: p = 0.1754, 120 hpf: p = 0.9284 using two-tailed *t*-test). (**d**) Heart rate of *nexn*^*−/−*^ embryos was at a similar level as in *nexn*^+*/*+^ embryos at 48, 72 and 120 hpf (N = 3, n = 15, mean ± SD, 48 hpf: p = 0.1738, 72 hpf: p = 0.3121, 120 hpf: p = 0.8520 using two-tailed *t*-test). (**e**) Increased workload does not affect enddiastolic ventricular diameter at 48 and 72 hpf (N = 3, n = 15, mean ± SD, 48 hpf: p = 0.1807, 72 hpf: p = 0.4152 using two-tailed *t*-test) but leads to increased enddiastolic diameter at 120 hpf (N = 3, n = 15, mean ± SD, p = 0.0017 using two-tailed *t*-test). (**f**) Analysis of ventricular fractional shortening does not show altered heart contractility in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos at 48 hpf (N = 3, n = 15, mean ± SD, p = 0.1538 using two-tailed *t*-test) but reduced fractional shortening at 72 and 120 hpf (N = 3, n = 15, mean ± SD, 72 hpf: p = 0.0379, 120 hpf: p = 0.0020 using two-tailed *t*-test). *FS* fractional shortening, *ns* not significant, *p < 0.05, **p < 0.01. Exact values (mean ± SD) are shown in Supplementary Table 1.

### Isoproterenol-induced heart rate increase does not cause aggravating symptoms in Nexn deficient zebrafish embryos

As we observed an increased heart rate in unstressed *nexn*^*−/−*^ compared to unstressed *nexn*^+*/*+^ embryos at 48 hpf but not at later time points or under stressed conditions, we were interested if some of the observed effects may be dependent on elevated heart rate (and thus higher workload) at certain stages of development. For increasing heart rate, zebrafish were treated with Isoproterenol^16^ (N = 3, n = 15 for all; (48 hpf *nexn*^+*/*+^: p < 0.0001); (48 hpf *nexn*^*−/−*^: p = 0.0085); (72 hpf *nexn*^+*/*+^: p < 0.0001); (72 hpf *nexn*^*−/−*^: p < 0.0001); (120 hpf *nexn*^+*/*+^: p = 0.0002); (120 hpf *nexn*^*−/−*^: p = 0.0001) (Fig. 6a). Isoproterenol-induced increase of heart rate did not lead to morphological changes at any developmental stage (Fig. 6b,c and Supplementary Fig. S4). A difference in heart rate between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos could not be observed at 48 and 72 hpf (48 hpf: N = 3, n = 15, p = 0.3112); (72 hpf: N = 3, n = 15, p = 0.3690) but heart rate was slightly increased in *nexn*^*−/−*^ embryos at 120 hpf (N = 3, n = 14/15, p = 0.0350) (Fig. 6d). EVD was not affected at any developmental stage (48 hpf: N = 3, n = 15, p > 0.9999); (72 hpf: N = 3, n = 15, p = 0.7580); (120 hpf: N = 3, n = 14/15, p = 0.0701) (Fig. 6e). Similar to unstressed *nexn*^*−/−*^ embryos and *nexn*^*−/−*^ embryos being stressed with methylcellulose, also *nexn*^*−/−*^ embryos being treated with Isoproterenol did not show reduced FS compared to *nexn*^+*/*+^ embryos at 48 hpf (N = 3, n = 15, p = 0.3284). FS was significantly reduced starting from 72 hpf (72 hpf: N = 3, n = 15, p = 0.0099); (120 hpf: N = 3, n = 14/15, p = 0.0498) (Fig. 6f). Taken together, increasing heart rate by Isoproterenol did augment cardiac contractile dysfunction in Nexn deficient embryos.

**Figure 6:**
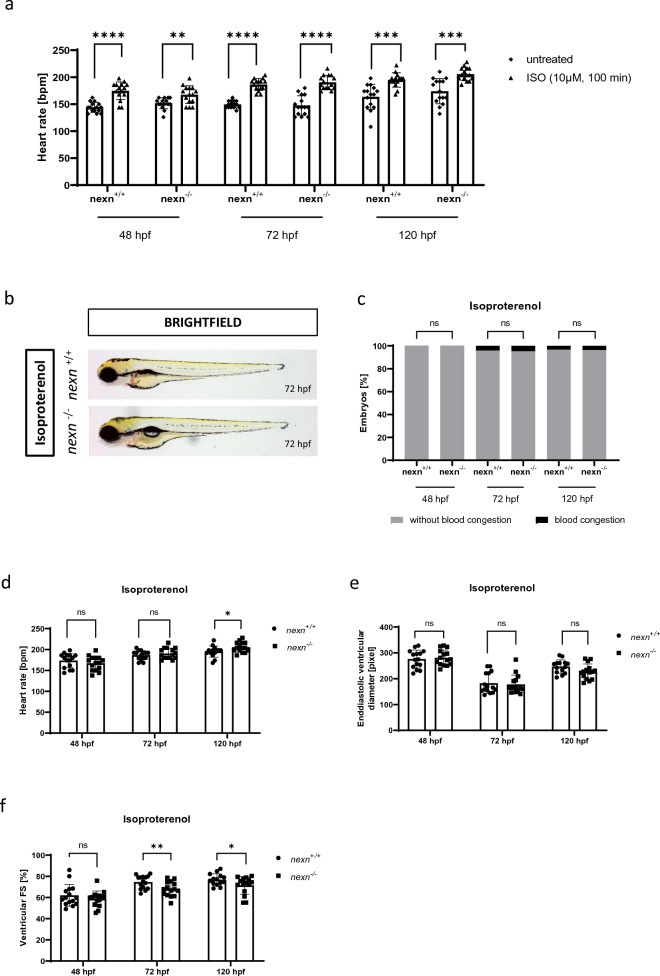
Increasing heart rate does not cause severe changes in cardiac functionality. (**a**) Isoproterenol treatment increases heart rate in *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at all developmental stages (N = 3, n = 14/15, mean ± SD, 48 hpf *nexn*^+*/*+^: p < 0.0001, 48 hpf *nexn*^*−/−*^: p = 0.0085, 72 hpf *nexn*^+*/*+^: p < 0.0001, 72 hpf *nexn*^*−/−*^: p < 0.0001, 120 hpf *nexn*^+*/*+^: p = 0.0002, 120 hpf *nexn*^*−/−*^: p = 0.0001 using two-tailed *t*-test). (**b**) Brightfield images do not reveal phenotypical differences between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 72 hpf. (**c**) Percentage of embryos showing phenotypical abnormalities does not differ between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos at 48, 72 or 120 hpf (N = 3, mean ± SD, p > 0.9999 for all using Mann–Whitney test). (**d**) Heart rate of *nexn*^*−/−*^ embryos is at a similar level as in *nexn*^+*/*+^ embryos at 48, and 72 hpf but increased at 120 hpf (N = 3, n = 15, mean ± SD, 48 hpf: p = 0.3112, 72 hpf: p = 0.3690, 120 hpf: p = 0.0350 using two-tailed *t*-test). (**e**) Increased heart rate does not affect enddiastolic ventricular diameter at 48, 72 and 120 hpf (N = 3, n = 15, mean ± SD, 48 hpf: p > 0.9999, 72 hpf: p = 0.7588, 120 hpf: p = 0.0701 using two-tailed *t*-test). (**f**) Analysis of ventricular fractional shortening does not show altered heart contractility in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos at 48 hpf (N = 3, n = 15, mean ± SD, p = 0.3284 using two-tailed *t*-test) but reduced fractional shortening at 72 and 120 hpf (N = 3, n = 15, mean ± SD, 72 hpf: p = 0.0099, 120 hpf: p = 0.0498 using two-tailed *t*-test). *FS* fractional shortening, *ns* not significant, *p < 0.05, **p < 0.01. Exact values (mean ± SD) are shown in Supplementary Table 1.

The fact that the cardiac phenotype in *nexn*^*−/−*^ embryos was not as severe as the phenotype observed in *nexn* morphants, indicates that CRISPR/Cas9-induced *nexn* knockout might trigger compensatory mechanisms. As shown by qPCR and *nexn-*specific in situ hybridization, we found that *nexn* mRNA was not downregulated in *nexn*^*−/−*^ embryos (Fig. 1), implying that the nonsense-mediated mRNA decay (NMD) pathway was not induced by the 32 nucleotide deletion within the *nexn* gene and thereby classical genetic compensation mechanisms, as for example observed in CRISPR-mediated Bag3 mutants^15^, might not be triggered in *nexn* knockout embryos. Nevertheless, to assess whether compensatory transcriptional mechanisms were present in *nexn*^*−/−*^ embryos, we conducted RNA-sequencing analysis. 

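RNA of whole embryos was compared at 72 hpf between nexn+/+ and nexn−/− embryos, with 2 libraries per genotype and 25 pooled embryos in each library. The embryos came from separate incrosses of nexn+/+ and of nexn−/− adults, so the pools of the 2 genotypes also differ in their parents. By the paper's account, these adults were themselves offspring of a heterozygous pair and were housed in separate tanks. The paper states that 35 M paired reads were sequenced and mapped to the GRCz11 assembly of the zebrafish genome. For each library the authors deposited estimated counts per gene for 32057 genes, without normalization. The estimated counts summed to 20061135 and 19413597 in nexn+/+ replicates 1 and 2, and to 20926983 and 21956272 in nexn−/− replicates 1 and 2, and these totals are the depth behind the values given here. Counts were rounded to whole numbers and scaled between libraries by edgeR's TMM method, and genes with too few counts for a test were removed, which left 20312 genes. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene was called when its adjusted p was under 0.05 and its log2(FC) beyond 0.5, the limits the paper used with DESeq2. All log2(FC) values compare nexn−/− with nexn+/+ embryos. The scaling matters for the direction of small changes, since the median log2(FC) of all tested genes would shift by 0.147 with library size alone, by 0.103 with the upper quartile and by 0.234 with the counts of rpl13, the reference gene of the qPCR. Replicates were compared before they were averaged. The median absolute log2 difference per gene was 0.243 between the nexn+/+ replicates and 0.144 between the nexn−/− replicates. Both pairs differed by more than the sampling noise (chi-square per degree of freedom of 50.4 and 5.58), so neither pair was a single library entered more than once.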

The PCA showed *nexn*^+*/*+^ and *nexn*^*−/−*^ clusters that were clearly separated by the first principal component indicating that variances in the data set were most likely caused by the mutation (Fig. 7a). 

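Principal components were computed from log2 CPM (counts scaled by TMM-adjusted library size) with a prior count of 2, over the 500 most variable genes. The first component held 85.8% of the variance and the second 11.8%. On the first component the nexn+/+ libraries had scores of −25.2 and −40.4 and the nexn−/− libraries scores of 33.2 and 32.3, so the distance between genotypes was larger than the distance between replicates. On the second component the nexn+/+ replicates lay at 19.1 and −15.1, whereas the nexn−/− replicates lay at −0.76 and −3.23. The share of the first component moved most when all tested genes were used, to 78.2%. With variance-stabilized values of DESeq2 it was 91.8%, and the second component then held 7.26%.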

Using differential expression analysis, we found 2094 genes being significantly up- (log2(FC) > 0.5) and 968 genes being significantly downregulated (log2(FC) < -0.5), (adjusted p < 0.05) in *nexn*^*−/−*^ embryos (Supplementary Table 2). 

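Of the genes tested, 3392 were called higher and 2831 lower in nexn−/− embryos, together 30.6% of the genes. For all 6223 called genes, both nexn−/− libraries lay on the same side of both nexn+/+ libraries. This held for 70.9% of all tested genes, where chance gives 33.3%. Requiring a log2(FC) beyond 1 gave 2218 higher and 922 lower genes, and scaling the libraries to rpl13 gave 5081 higher and 1466 lower genes. Genes called higher made up 54.5% of the calls. This share was 70.15% with library size alone, 64.9% with the upper quartile and 77.6% with the libraries scaled to rpl13. With each library left out in turn, 94.1% to 97.1% of the called genes still had a log2(FC) beyond 0.5. Among called genes with a mean of at least 10 CPM, the largest rises were those of apoea, apoa4b.2, apoa1a, ENSDARG00000099200 and afp4, with log2(FC) values between 4.19 and 4.56. The CPM of apoea (ENSDARG00000102004) was 5.73 ± 0.168 in nexn+/+ and 135 ± 8.65 in nexn−/− embryos (SD, n = 2), a log2(FC) of 4.56 (standard error 0.128, adjusted p = 8.85e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest falls were those of pde6ha, ENSDARG00000096843, ppa1a, sept8b and pcdh1g26, with log2(FC) values between −2.84 and −2.36. The CPM of pde6ha (ENSDARG00000102558) was 204 ± 31.1 in nexn+/+ and 28.4 ± 3.94 in nexn−/− embryos (SD, n = 2), a log2(FC) of −2.84 (standard error 0.165, adjusted p = 0.000685, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Estimates for apoa4b.2 and pcdh1g26 are less certain because near-identical neighbouring copies can share their reads, and the log2(FC) of pcdh1g26 was −1.36 once its effective length in each library was taken into account. The log2(FC) of ENSDARG00000099200 was 3.55 without nexn+/+ replicate 2 and 5.32 without nexn+/+ replicate 1.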

Concordant to our qRT-PCR results (Fig. 1d), *nexn* mRNA levels were also unaltered according to the RNA-sequencing data set (adjusted p = 1.14E−05, log2(FC) = −0.896133743). 

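The targeted gene nexn (ENSDARG00000057317) had 1700 and 1496 estimated counts in the nexn+/+ libraries and 895 and 1165 in the nexn−/− libraries. This corresponded to 85.9 ± 14.8 CPM in nexn+/+ and 45.6 ± 7.64 in nexn−/− embryos (SD, n = 2). The log2(FC) was −0.91 (standard error 0.168, adjusted p = 0.00737, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both nexn−/− libraries lay below both nexn+/+ libraries. With each library left out in turn, the log2(FC) stayed between −1.09 and −0.72. Scaling the libraries to rpl13 moved the value most, to −0.67. Over 13 alternative settings of edgeR, DESeq2 and limma-voom the log2(FC) lay between −0.99 and −0.67, with Benjamini-Hochberg adjusted p-values between 0.000129 and 0.00957, and it remained past both limits in all 13. In the TPM values as the authors deposited them, nexn was at 43.5 and 46.2 in nexn+/+ and at 28.3 and 32.2 in nexn−/− embryos. The effective length behind these TPM values was 2095 and 1828 nucleotides in the nexn+/+ libraries and 1667 and 1810 in the nexn−/− libraries, and the log2(FC) was −0.74 with these lengths as offsets.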

To identify significantly enriched GO-terms, we performed Gene Set Enrichment Analysis using the biological processed terms of the GO database and found muscle structure development to be activated in *nexn*^*−/−*^ embryos (Supplementary Fig. S5) and showing an overrepresentation of upregulated genes in *nexn*^*−/−*^ embryos (normalized ES = 1.84, adjusted p = 1.14E−07) (Fig. 7b). 

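The GO term itself was not analysed here, and muscle genes were grouped by gene symbol instead. The list of muscle myosins, tropomyosins and troponins held 57 tested genes, of which 27 were called higher and 1 lower in nexn−/− embryos. Their median log2(FC) was 0.70. The grouping by symbol also took in tnni3k, which is not a troponin, and without this gene the median was 0.68. The list was higher as a set by camera with an inter-gene correlation of 0.01 (adjusted p = 1.27e-05 over 19 lists, limma's camera with Benjamini-Hochberg adjustment), but not by limma's fry test (adjusted p = 0.12) or by limma's camera with an estimated correlation (adjusted p = 0.631). The median depended on the nexn+/+ libraries. It was 0.42 without nexn+/+ replicate 2 and 1.103 without nexn+/+ replicate 1. Among the 4 other scalings, that to rpl13 moved it most, to 0.95. The 13 heart muscle genes had a median log2(FC) of 2.17, with 10 called higher and 1 lower, and the 13 genes of slow skeletal muscle had a median of 0.79, with 5 called higher and 0 lower. The slow muscle median was 0.43 without nexn+/+ replicate 2 and 1.19 without nexn+/+ replicate 1. The 28 genes of fast skeletal muscle had a median of −0.04, with 1 called higher and 0 lower. This median was 0.14 with library size alone, 0.07 with the upper quartile and 0.23 with the libraries scaled to rpl13, and it ranged from −0.55 without nexn+/+ replicate 2 to 0.68 without nexn+/+ replicate 1. The fast muscle list left out troponin I genes of Fig. 7d that were called higher. Its largest log2(FC) was 2.205, below the 2.36 of tnni2a.1. With 1 gene called, it held at most 1 of tnni2a.2 (1.102) and tnni2b.1 (1.99), so its median covers the listed genes only. The 39 genes of the Z-disc, the structure in which Nexn resides, had a median of 0.45, with 11 called higher and 3 lower. Without nexn+/+ replicate 2 it was −0.03, and without nexn+/+ replicate 1 it was 1.06. The 19 muscle chaperones had a median of 0.57, with 5 called higher and 1 lower, and it was 0.31 and 1.06 without the same libraries. By limma's camera with Benjamini-Hochberg adjustment the heart list (adjusted p = 1.27e-05), the slow muscle list and the Z-disc list (adjusted p = 0.0135 for both) were past 0.05, whereas the chaperones (adjusted p = 0.0606) and the fast muscle list (adjusted p = 0.87) were not. Of these, the heart list was also past 0.05 by limma's fry test (adjusted p = 0.0182), and none by limma's camera with an estimated correlation. Reads of near-identical myosin, troponin and tropomyosin copies can be split between the copies by the counting, so values of single members are uncertain.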

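The myosin genes myl7, cmlc1, myhb and myl4, the tropomyosin genes tpm4a and tpm4b, and the troponin genes tnnc1a, tnnt2a, tnnt2c, tnni2a.1, tnni2a.2 and tnni2b.1 were examined in each library. All 12 genes were higher in both nexn−/− libraries than in both nexn+/+ libraries, an order that chance gives to 16.7% of genes. All 12 were called, and 12 also passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Their log2(FC) values ranged from 1.102 for tnni2a.2 to 4.12 for myl7, with adjusted p-values from 0.000488 to 0.0029 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of myhb (ENSDARG00000001993) was 26.9 ± 4.07 CPM in nexn+/+ and 195 ± 4.7 in nexn−/− embryos (SD, n = 2), a log2(FC) of 2.86 (standard error 0.141). For tnni2b.1 (ENSDARG00000035958) it was 34.6 ± 0.558 and 137 ± 6.8 CPM, a log2(FC) of 1.99 (standard error 0.109). The highest levels among the 12 genes in nexn+/+ embryos were those of tpm4a (ENSDARG00000023963), at 50.4 ± 5.38 CPM, and it rose to 126 ± 9.73, a log2(FC) of 1.32 (standard error 0.126). The genes with the largest fold changes had few counts in nexn+/+ embryos. For myl7 (ENSDARG00000019096) there were 26 and 14 counts in the nexn+/+ libraries and 437 and 410 in the nexn−/− libraries. For cmlc1 (ENSDARG00000032976) there were 24 and 9 counts against 290 and 346, and for tnnc1a (ENSDARG00000011400) 6 and 4 counts against 92 and 81. In total, 6 of the 12 genes lay under 10 CPM in nexn+/+ embryos. With each library left out in turn, the log2(FC) of cmlc1 varied most, between 3.37 and 4.94. The log2(FC) of myl4 and tpm4b, 1.83 and 1.23, rose to 2.43 and 1.85 with the effective length of each gene in each library as an offset. Reads of tnni2a.1 and tnni2a.2, neighbouring copies of a troponin I gene, can be split between the copies by the counting.

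**Figure D1:**
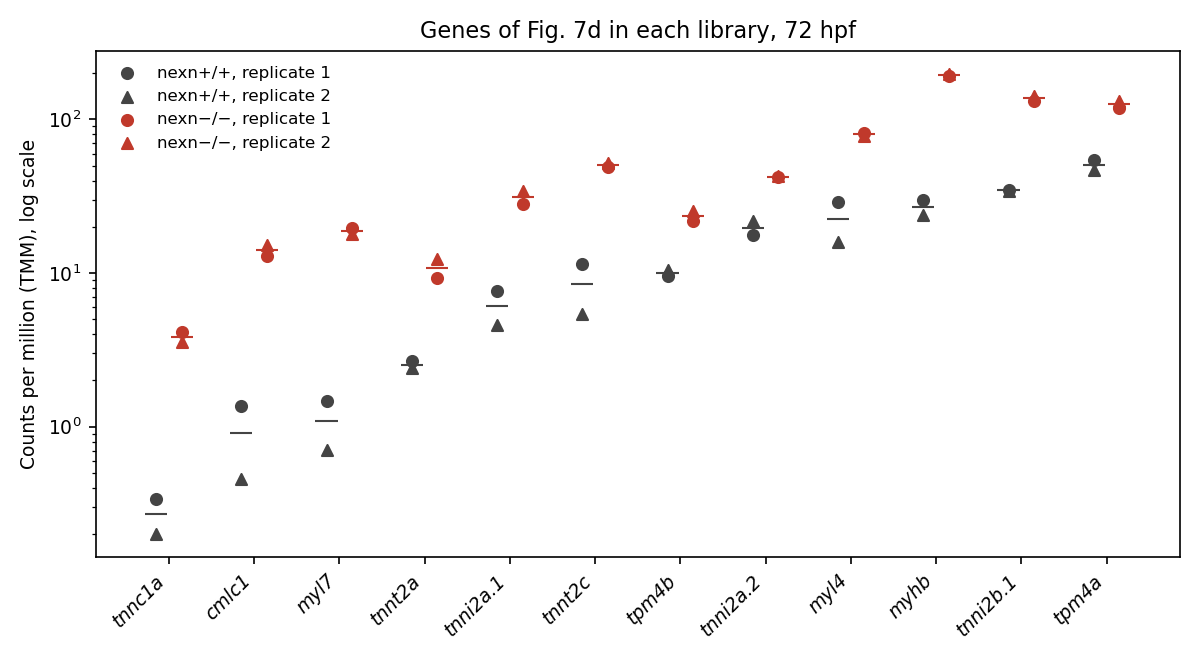
CPM (vertical log axis) of 12 sarcomere genes in the 4 libraries at 72 hpf, with circles for replicate 1, triangles for replicate 2, grey for nexn+/+, red for nexn−/− embryos and a short line at the mean of each genotype. For all 12 genes both nexn−/− libraries lie above both nexn+/+ libraries, and in nexn+/+ embryos the means lie between 0.27 (tnnc1a) and 50.4 (tpm4a).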

Having a closer look at this GO-term, we found several genes encoding for sarcomeric proteins being significantly upregulated in *nexn*^*−/−*^ embryos including different members of the Myosin, Tropomyosin and Troponin family which are highlighted in the volcano plot and heat map (Fig. 7c,d). In addition to RNASeq, qPCR analysis confirmed the significant upregulation of *myhb*, *tnni2b.1*, *cmlc1*, *tnnt2c*, *tnnt2a* and *tpm4b* transcript levels in *nexn*^*−/−*^ embryos (N = 4, p = 0.0286 for all) (Fig. 7e). In contrast, transcript levels of those genes were unaltered in *nexn* MO-injected embryos (N = 3; p = 0.7000 for all) (Fig. 7f).

**Figure 7:**
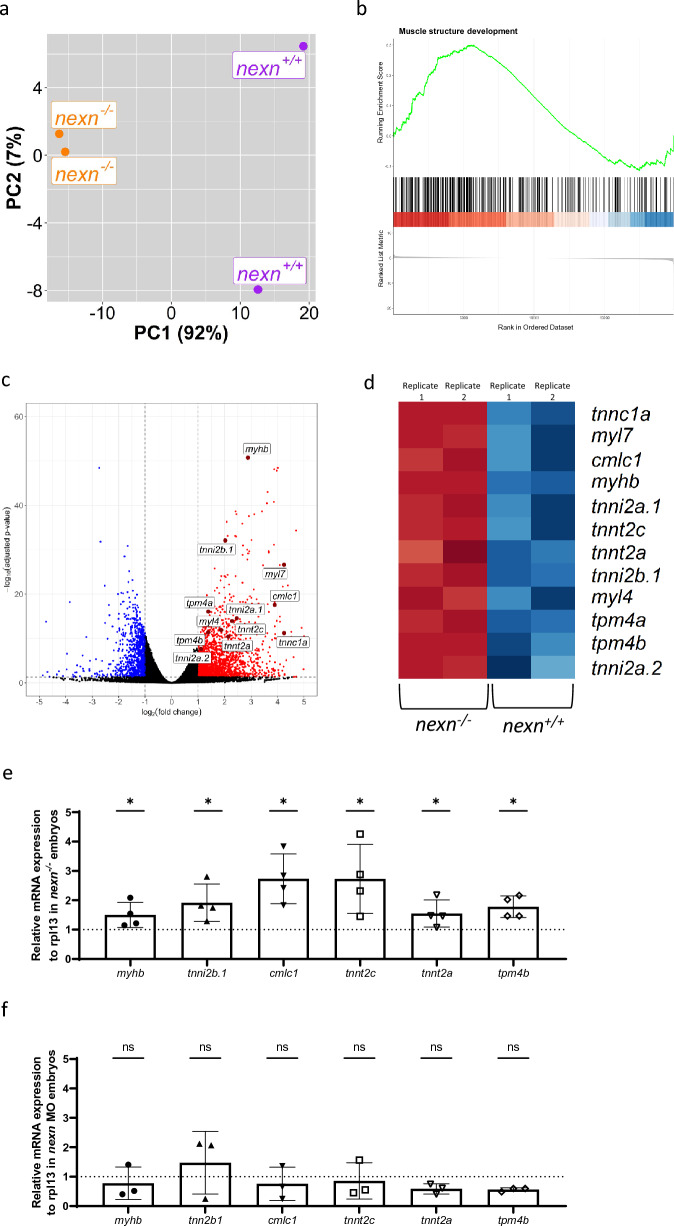
Nexn deficiency leads to upregulation of several genes encoding for sarcomeric proteins. (**a**) Principal component analysis (PCA) plot showing *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos (72 hpf) being clearly separated by PC1 (N = 2, n = 25). (**b**) Gene set enrichment analysis of the Gene Ontology term “muscle structure development” showing an overrepresentation of upregulated genes in *nexn*^*−/−*^ embryos (normalized ES = 1.84; adjusted p = 1.14E−07). (**c**) Volcano plot of differentially expressed genes in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos. Upregulated genes shown in red and downregulated genes shown in blue (adjusted p-value < 0.05 and |log2(FC)| > 0.5). Selected genes are labeled. (**d**) Heatmap showing selected genes of interest with clear difference regarding expression between *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos. High read counts shown in red and low read counts in blue. (**e**) Quantitative real-time PCR showing significantly increased *myhb*, *tnni2b.1*, *cmlc1*, *tnnt2c*, *tnnt2c*, *tnnt2a* and *tpm4b* transcript levels in *nexn*^*−/−*^ compared to *nexn*^+*/*+^ embryos at 72 hpf. (**f**) Quantitative real-time PCR showing unaltered levels of *myhb*, *tnni2b.1*, *cmlc1*, *tnnt2c*, *tnnt2c*, *tnnt2a* and *tpm4b* in *nexn* MO-injected embryos compared to Ctrl MO-injected embryos at 72 hpf. *ns* not significant, *p < 0.05. Exact values (mean ± SD) are shown in Supplementary Table 1.

These findings suggest that the compensatory transcriptional induction of the expression of essential sarcomeric proteins might mitigate the detrimental loss of Nexn in *nexn*^*−/−*^ embryos.

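The rise within the myosin, tropomyosin and troponin families lay mostly in members under 100 CPM. The members were grouped by level after this pattern had been seen. Levels are those of whole embryos, so a low level need not mean a minor gene within its own tissue. The 26 members with a mean of 100 CPM or more held 98.7% of the counts of these families. Their median log2(FC) was 0.05, with 4 called higher and 0 lower. It was 0.24 with library size alone, 0.16 with the upper quartile and 0.32 with the libraries scaled to rpl13, and it ranged from −0.42 without nexn+/+ replicate 2 to 0.79 without nexn+/+ replicate 1. The 31 members under 100 CPM held 1.28% of the counts and had a median log2(FC) of 1.18, with 23 called higher and 1 lower. This median lay between 1.17 and 1.43 over the other scalings and between 1.12 and 1.35 with each library left out in turn. Over all genes the fold change also fell with level, from a median log2(FC) of 0.594 in the lowest decile to −0.274 in the highest. Less the median of their decile, the members under 100 CPM had a median of 1.204. Summed over all 57 members, the nexn+/+ libraries held 87439 and 39735 CPM and the nexn−/− libraries 50653 and 54704, so the sum in nexn−/− embryos lay between the values of the 2 nexn+/+ replicates. The paper starts from the milder cardiac phenotype of nexn−/− embryos, from which it proposes compensatory mechanisms, and uses RNA-sequencing to look for them. It reports enrichment of a muscle GO term (Fig. 7b) and higher transcript levels of sarcomeric genes (Fig. 7c–e). In nexn morphants it found the levels of the qPCR genes unaltered (Fig. 7f). From these findings it proposes that induced expression of sarcomeric genes might lessen the effect of the loss of Nexn.

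**Figure D2:**
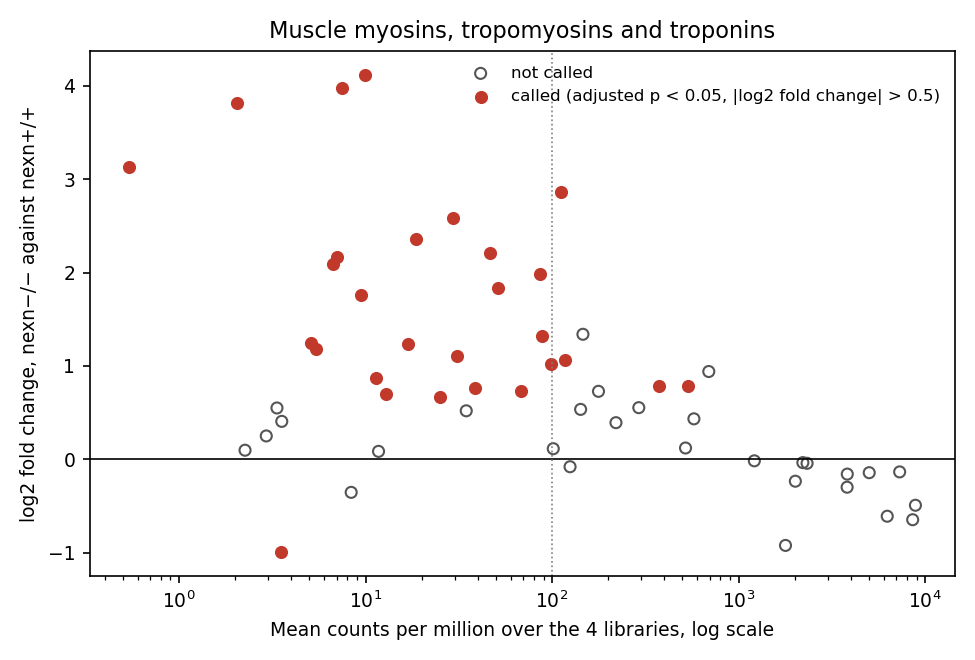
log2 fold change of nexn−/− against nexn+/+ embryos (vertical axis) and mean CPM over the 4 libraries (log axis) of 57 muscle myosin, tropomyosin and troponin genes, with filled points for called genes, open points for the others and a dotted line at 100 CPM. Of the 28 called genes 24 lie left of the line, and most members right of it are not called, with 4 called of 26 (10 with the libraries scaled to rpl13).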

## Discussion

In humans, mutations in the *NEXN* gene were described to cause DCM which is characterized by a dilation of the myocardium and therefore an impaired cardiac contractility^6^. Similar pathological cardiac alterations were observed after *Nexn* knockout in mice and the MO-mediated knockdown of *nexn* in zebrafish^6,8,9^. Nevertheless, although the critical function of *NEXN* in the heart appears to be conserved across vertebrate species, its detailed structural or molecular role is still insufficiently understood. Here, we established and characterized for the first time a CRISPR/Cas9-induced homozygous zebrafish model of constitutive Nexn deficiency to assess the detailed role of Nexn loss in the development and function of the heart but also skeletal muscle. We found Nexn deficient embryos to develop a progressive form of DCM without involvement of skeletal muscles under physiological conditions. After increasing workload, also skeletal muscle developed a myopathic phenotype. Remarkably, the observed pathologies in the CRISPR/Cas9 mutants were milder than the defects evoked by the MO-mediated knockdown of *nexn*, suggesting compensatory mechanisms to be induced in *nexn*^*−/−*^ mutants. *nexn* mRNA was not found degraded by the NMD pathway in the CRISPR/Cas9 mutants, likely excluding classical genetic compensation as compensatory route. Nevertheless, by transcriptional profiling, the massive transcriptional activation of important sarcomeric proteins was found, implying their upregulation to contribute to the protection of the sarcomere from Nexn deficiency induced Z-disk destabilization.

In line with already published data of MO-mediated Nexn deficiency in zebrafish, CRISPR/Cas9-induced *nexn*^*−/−*^ knockout embryos showed a reduced cardiac contractility^6^. This effect appeared starting from 72 hpf, suggesting a progressive impairment of the heart muscle. Indeed, it’s also known from patients with *NEXN* mutations that their medical conditions are deteriorating over time^17^. Interestingly, in contrast to one of the main symptoms of DCM, we did not observe an enlarged and dilated ventricle in *nexn*^*−/−*^ embryos under physiological conditions. In detail, at 48 hpf the EVD of Nexn deficient embryos was even smaller compared to *nexn*^+*/*+^ embryos which was accompanied by an increased heart rate. The abolishment of this phenotype at later developmental stages could indicate a progressive dilation of the ventricle. This hypothesis is supported by the finding that *nexn*^*−/−*^ embryos developed an enlarged ventricle at 120 hpf when increasing the workload on the heart. Additionally, this could also be caused by different functions of *nexn* during different stages of development which may provide a basis for further impairments at later stages. Whereas the most studied function of *nexn* is the stabilization of the sarcomeric Z-disk^6^, it was also shown that *nexn* seems to be involved in the formation of cardiac T-tubules. Thus, *nexn* obviously plays a role in Ca^2+^-signaling as T-tubules are critical for the coordinated Ca^2+^-flux from the sarcoplasmic reticulum into cardiomyocytes^11^. Recent studies suggest high serum Ca^2+^ levels being associated with a reduced EVD^18^. In this context, the further investigation of the role of *nexn* in Ca^2+^-signaling would be interesting. Furthermore, it remained unclear if reduced EVD is resulting in an increased heart rate in *nexn*^*−/−*^ embryos or vice versa. It is known that a smaller ventricle is leading to an elevated heart rate to compensate for the reduced ejection fraction^19^. In contrast, also increased heart rates appear to be able to lead to the development of smaller ventricles^20,21^. Interestingly, heart rate reduction in children suffering from DCM seems to be able to improve cardiac contractility and ejection fraction^22^. In this context, we induced tachycardia in *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos by incubating them with Isoproterenol at 48, 72 and 120 hpf. In contrast to literature, an increase of heart rate could already be seen at 48 hpf^16^. At 72 and 120 hpf, Isoproterenol-mediated induction of tachycardia did not lead to any additional negative effects on contractile performance compared to unstressed embryos. Strikingly, after isoproterenol treatment, EVDs of *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos were indistinguishable suggesting that rather reduced EVD in unstressed *nexn*^*−/−*^ embryos was influencing heart rate than vice versa.

Although strongly expressed in skeletal muscle, Nexn deficiency appeared not to have severe effects on skeletal muscle organization, function or motility in unstressed *nexn*^*−/−*^ embryos. As shown in previous studies, we were able to provoke sarcomeric disarray and impaired skeletal muscle function in *nexn*^*−/−*^ embryos by increasing their workload^6^. Interestingly, this effect was exclusively seen in cranial regions but not in more caudal areas of the skeletal muscle of the trunk. The cranial somites are the first ones to form during development and thus are the oldest sarcomeres. Together with the fact that this effect can only be recognized under stressed conditions, it implies that skeletal muscle disorganization may be progressive as observed in other diseases affecting the skeletal muscle such as Duchenne Muscular Dystrophy^23^. Nevertheless, this effect did not seem to be severe enough to impair the motility of the *nexn*^*−/−*^ embryos and also patients, to the best of our knowledge, did not report of skeletal muscle involvement^6^. Whereas *NEXN* is predominantly described to be involved in sarcomeric stabilization and T-Tubule formation in cardiac tissue, the current knowledge about the role of *NEXN* in the skeletal muscle includes a role in the glucose uptake of skeletal muscle cells via regulation of insulin receptor substrate 1-signaling^24^. This could be a hint that *NEXN* is having differing functions in heart and skeletal muscle as it is already described for other Z-disk proteins such as α-actinin-2^25,26^.

It is remarkable that CRISPR/Cas9-generated *nexn* knockout embryos in contrast to MO-induced *nexn* knockdown embryos show a milder cardiac phenotype without a pronounced pericardial edema and blood congestion. This phenomenon has already been observed in previous studies regarding other CRISPR/Cas9-mediated gene knockouts and could be induced by NMD which seems to be not present in MO-induced knockdowns^15,27,28^. Briefly, the degradation of mutated mRNA by NMD triggers the transcriptional adaptation of a gene or several genes to potentially compensate for the protein loss and suppress or attenuate the phenotype, a process called genetic compensation. The lacking NMD-mediated degradation of *nexn* mRNA in the CRISPR/Cas9-mediated *nexn*^*−/−*^ embryos opposes this mechanism. Nevertheless, recent studies report a similar mechanism called nonsense-mediated translational repression. This mechanism for example seems to get activated after mRNA degradation failure or if certain complexes needed for NMD cannot be recruited and does not lead to altered mRNA levels^29,30^. As Nexn is a F-actin binding protein, we would suppose another protein with functional homology being upregulated and at least partially compensating for the loss of Nexn. Indeed, by profiling the transcriptome in CRISPR/Cas9-mediated *nexn*^*−/−*^ embryos, we found several genes encoding for important sarcomeric proteins being upregulated in *nexn* mutant embryos, including members of the Troponin, Tropomyosin and Myosin family which are known to interact with Actin^31^ and may, at least to some extent, take over the function of Nexn by stabilizing the sarcomeric Z-disk. Nevertheless, this hypothesis has to be assessed and needs further detailed elucidation.

In summary, we were able to establish and characterize for the first time a homozygous zebrafish model of constitutive Nexn deficiency, enabling the further investigation of the role of *nexn* on heart and skeletal muscle development and function as well as the possible compensatory mechanisms triggered by mutation of *nexn*.

## Methods

### Zebrafish strains and injection procedures

The present study was performed according to institutional approvals (Regierungspräsidium Tübingen No. 1243 and No. 1530, Tierforschungszentrum (TFZ) Ulm University, No. z.183 and o.183-14) coinciding with EU Directive 2010/63/EU. Experiments were in accordance with ARRIVE guidelines and performed according to relevant guidelines and regulations.

Care and breeding of zebrafish, *Danio rerio*, were conducted as described previously^6^.

The lines were generated using CRISPR/Cas9 technology. 400 ng/µl Cas9 protein (Euphoria GmbH, Germany) were injected together with 130 ng/µl tracrRNA (Eurofins Genomics, Germany) and 70 ng/µl of gene-specific crRNA (Eurofins Genomics, Germany) against *nexn* diluted in 200 mM KCl, resulting in the *Nexn* deficient line *nexn*^*−/−*^. If not stated differently, MO injections were conducted with the TüAB wildtype strain. Sequences of tracrRNA and CRISPR RNA oligonucleotides can be found summarized in Fig. S7 in the Supplementary Materials.

MO (Gene Tools, LLC, Oregon, USA) was directed against a splice site of *nexn*^6^. Standard Control (Std Ctrl) MO was used in the respective MO concentration as negative control. Injections were performed during one-cell stage of zebrafish embryos. MO sequences can be found summarized in Fig. S7 in the Supplementary Materials.

### Assessment of heart weight in adult fish

Adult *nexn*^+*/*+^ and *nexn*^*−/−*^ fish (2 years old) were sacrificed and the heart was extracted. The heart weight was assessed in proportion to the body weight and the heart weight/body weight ratio calculated.

### Birefringence analysis and heart and skeletal muscle functional assessment

Images were taken with a Zeiss Axio Zoom V.16 microscope and movies were recorded with a Leica DM IL LED microscope. Cardiac contractility was analyzed by assessing ventricular FS at 48, 72 and 120 hpf as described previously^32^. Instead of the diameter of the ventricle, the diastolic and systolic lumen were measured. EVD was assessed with ImageJ.

Birefringence analysis was performed as previously described^15^.

To assess the responsiveness to mechanical stimuli, zebrafish embryos were touched with the tip of a needle at 48, 72 and 120 hpf. A straightforward flight response was considered as adequate. For detailed analysis, the velocity and acceleration of the embryos were calculated. Briefly, the embryo was put into the center of a petri dish and touched with the needle. Flight response was recorded with 60 frames per second and the video was analyzed using Tracker Video Analysis and Modeling Tool open-source software (physlets.org, accessed on June 07th 2023).

Stressing the embryos was performed in two different approaches. To increase the workload on the heart and skeletal muscles, embryos at 48, 72 and 120 hpf, respectively were incubated in 1% methylcellulose for 2 h as previously described^15^. In a second approach, to increase the workload on the heart, embryos were treated with 10 µM Isoproterenol (Sigma, USA) for 100 min at the stages mentioned above.

### Immunoblotting

Protein lysates were gained from 72 hpf *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos as previously described^33^. For immunoblot analysis, 10 µg of protein were denatured in 5 × Laemmli buffer and separated on 8–16% Tris–glycine gels (BIO-RAD, Hercules, CA, USA). Blotting was performed on polyvinylidene difluoride (PVDF) membranes using the Trans-Blot Turbo System (BIO-RAD, USA). Membranes were blocked in SuperBlock (TBS) Blocking Buffer (Thermo Scientific, Waltham, MA, USA) for 15 min at room temperature (RT). Afterwards, they were incubated with primary antibody diluted 1:1000 in SuperBlock at 4 °C overnight (ON). After washing, the membranes were incubated with the corresponding secondary antibody conjugated to horseradish peroxidase (dilution 1:2500 in TBST (Tris-buffered saline, 0.05% Tween 20)) and developed using Pierce ECL Western Blotting Substrate (Thermo Scientific, USA) and a luminescent image analyzer (Image Quant Las4000 mini)^33^.

Antibodies used: β-Actin (mouse; #A5441; Sigma, Burlington, MA, USA), Nexn (rabbit; designed by Dieter Fürst lab, Bonn, Germany against epitope position 151-581).

### RNA extraction and quantitative real-time PCR

For RNA extraction, 25 *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos were collected at 72 hpf. Extraction was done with the RNeasy^®^ Mini Kit (Qiagen, Hilden, Germany) according to the provided manual. For cDNA synthesis, Superscript III reverse transcriptase (Life Technologies, Carlsbad, CA, USA) was used to reverse transcribe 1 µg of RNA. Quantitative real-time PCR was performed using SYBR-Green master mix (Roche, Basel, Switzerland) according to standard protocols on a Roche Light Cycler 480 II. Sequences of the used primers can be found in Fig. S7 in the Supplementary Materials.

### RNA sequencing and bioinformatic analysis

For RNA sequencing, pooled RNA of 25 embryos of 72 hpf *nexn*^+*/*+^ or *nexn*^*−/−*^ was used. Embryos were obtained by incrossing adult *nexn*^*+/+*^ and *nexn*^−/−^ fish which are offspring of a heterozygous pair and kept in separate tanks for easier handling. Quality control, library preparation and sequencing were performed by Eurofins Germany (Ebersberg, Germany) using the “INVIEW Transcriptome Discover” pipeline. 35 million 150 bp paired reads were sequenced and mapped to the reference genome GRCz11.

During bioinformatic analysis using R, low read counts were removed from the dataset. Differently expressed genes were calculated with the Bioconductor package DESeq2 and annotated with org. Dr.eg.db and AnnotationDbi^34,35^. The volcano plot was visualized using the package ggplot2^36^. The read counts of selected genes were color-coded in heatmaps using gplots. GSEA was performed using the clusterProfiler package^37^ and biological processes terms of the GO database^38^. Single GO-Terms were further analyzed using the gseaplot2 method of the enrichplot package^39^.

### Immunostaining

For sarcomeric Titin staining, *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos (48, 72 and 120 hpf) were fixed in 4% paraformaldehyde (PFA) for 20 min at RT and washed in 0.5% Triton X-100 in PBS three times for 5 min. After incubation in primary antibody (Titin T11, 1:500 in 0.5% Triton X-100 in PBS; Sigma, USA; #T9030) for 1 h at RT, the embryos were washed three times for 5 min in 0.5% Triton X-100 in PBS. Incubation in secondary antibody (mouse IgG2b, 1:1000 in 0.5% Triton X-100 in PBS; Thermo Scientific, USA; #A-21147 ) was performed for 1 h at RT.

For co-staining of MF20 and S46, *nexn*^+*/*+^ and *nexn*^*−/−*^ embryos (72) were fixed in Dent’s Fixative (20% DMSO in MeOH) ON at RT. After bleaching in Dent’s Bleach (10% H_2_O_2_, 20% DMSO in MeOH) ON at RT, the embryos were rehydrated using a descending MeOH row (75% MeOH, 50% MeOH and 25% MeOH in PBT (PBS + 0.1% Tween)) for 20 min each at RT. After washing 3 times for 2 min in PBDT (1% DMSO, 0.1% Tween in PBS), embryos were blocked using 10% fetal bovine serum (FBS) in PBDT for 1.5 h at 4 °C. Incubation in MF20 antibody (1:10 in 1.5% FBS in PBDT; MF20 concentrate, Developmental Studies Hybridoma Bank, Iowa City, IA, USA) was performed ON at 4 °C. After washing the embryos 4 times for 30 min in 1.5% FBS in PBDT, they were incubated in S46 antibody under the same conditions (S46 concentrate, Developmental Studies Hybridoma Bank, Iowa City, IA, USA). Incubation in the corresponding secondary antibodies (goat anti-mouse IgG1 Alexa Fluor 488 and Alexa 555 goat anti-mouse IgG2b (both Invitrogen, Waltham, MA, USA; #A-21121 and  #A-21147)) was performed in 1.5% FBS in PBDT for 3 h at RT.

Images were acquired using a Leica DMi8 microscope (Leica Mikrosysteme Vertrieb GmbH, Wetzlar, Germany).

### In situ hybridization

In situ hybridization was performed essentially according to previous publications using a full-length digoxigenin-labeled *nexn* antisense probe^40^.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism9. qRT-PCR results were analyzed on the mean ΔCT-values using Wilcoxon matched-pairs signed-rank test. The same test was used for Western Blot analysis. All other statistical analyses were performed either using Mann–Whitney test or *t*-test as stated in the corresponding figure legend with statistical significance at p < 0.05. All results are expressed as mean ± standard (SD) deviation.

### Supplementary Information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

## Data Availability

The dataset generated and analyzed during the current study is available in the Gene Expression Omnibus (GEO) repository (accession number GSE239788).

# Supplementary material for: CRISPR/Cas9-mediated nexilin deficiency interferes with cardiac contractile function in zebrafish in vivo
**Source:** Sci Rep. 2023 Dec 19;13:22679. doi: 10.1038/s41598-023-50065-9
**Supplement:** Supplementary file 1 — Supplementary Figures.

# Supplementary Material

Supplementary Figure S1

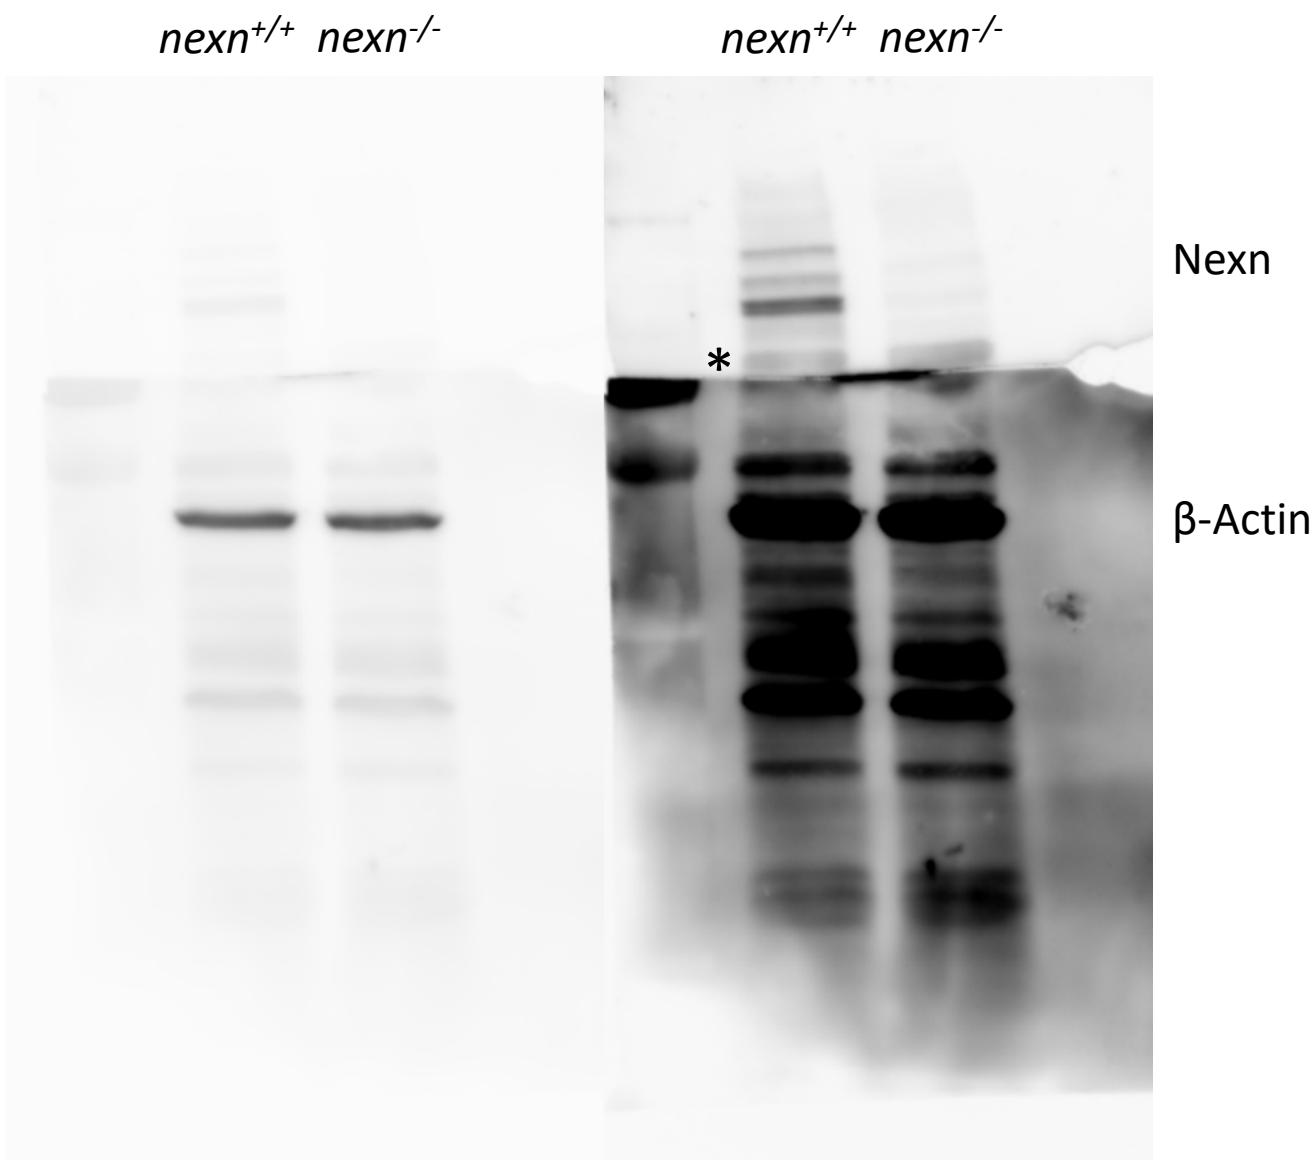

\* unspecific band

Supplementary Figure S2

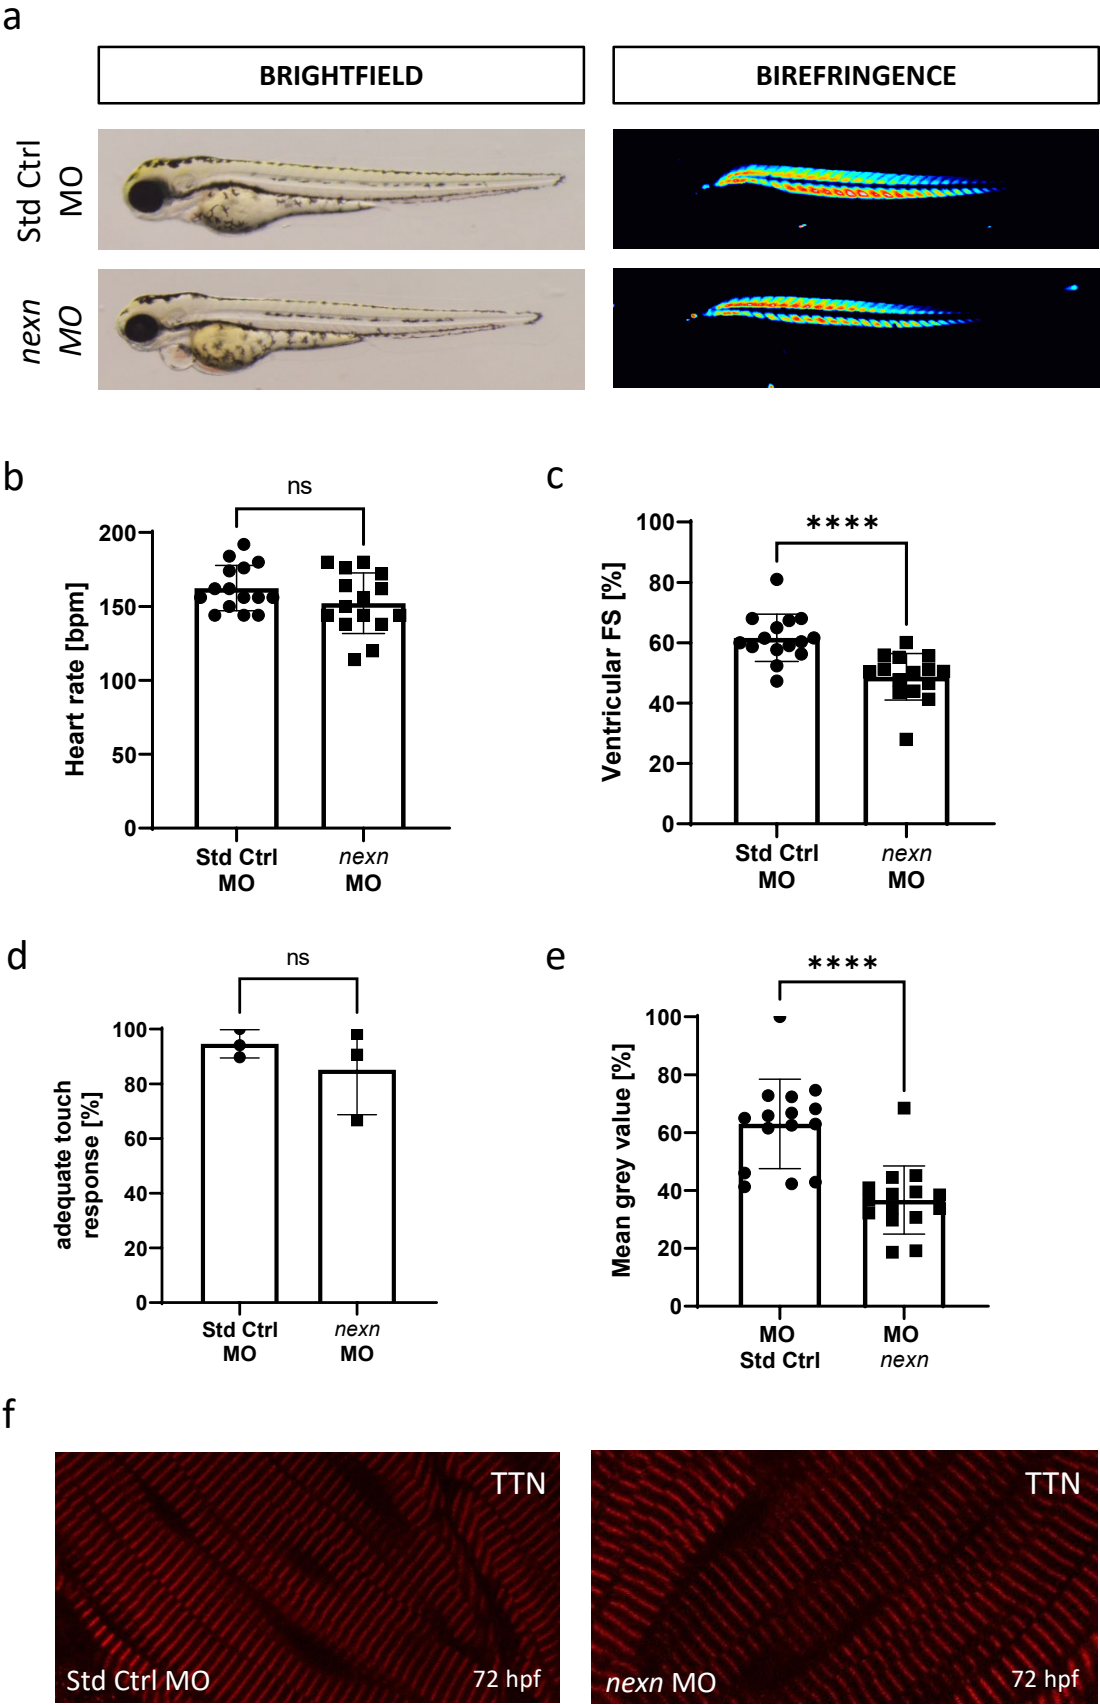

Supplementary Figure S3

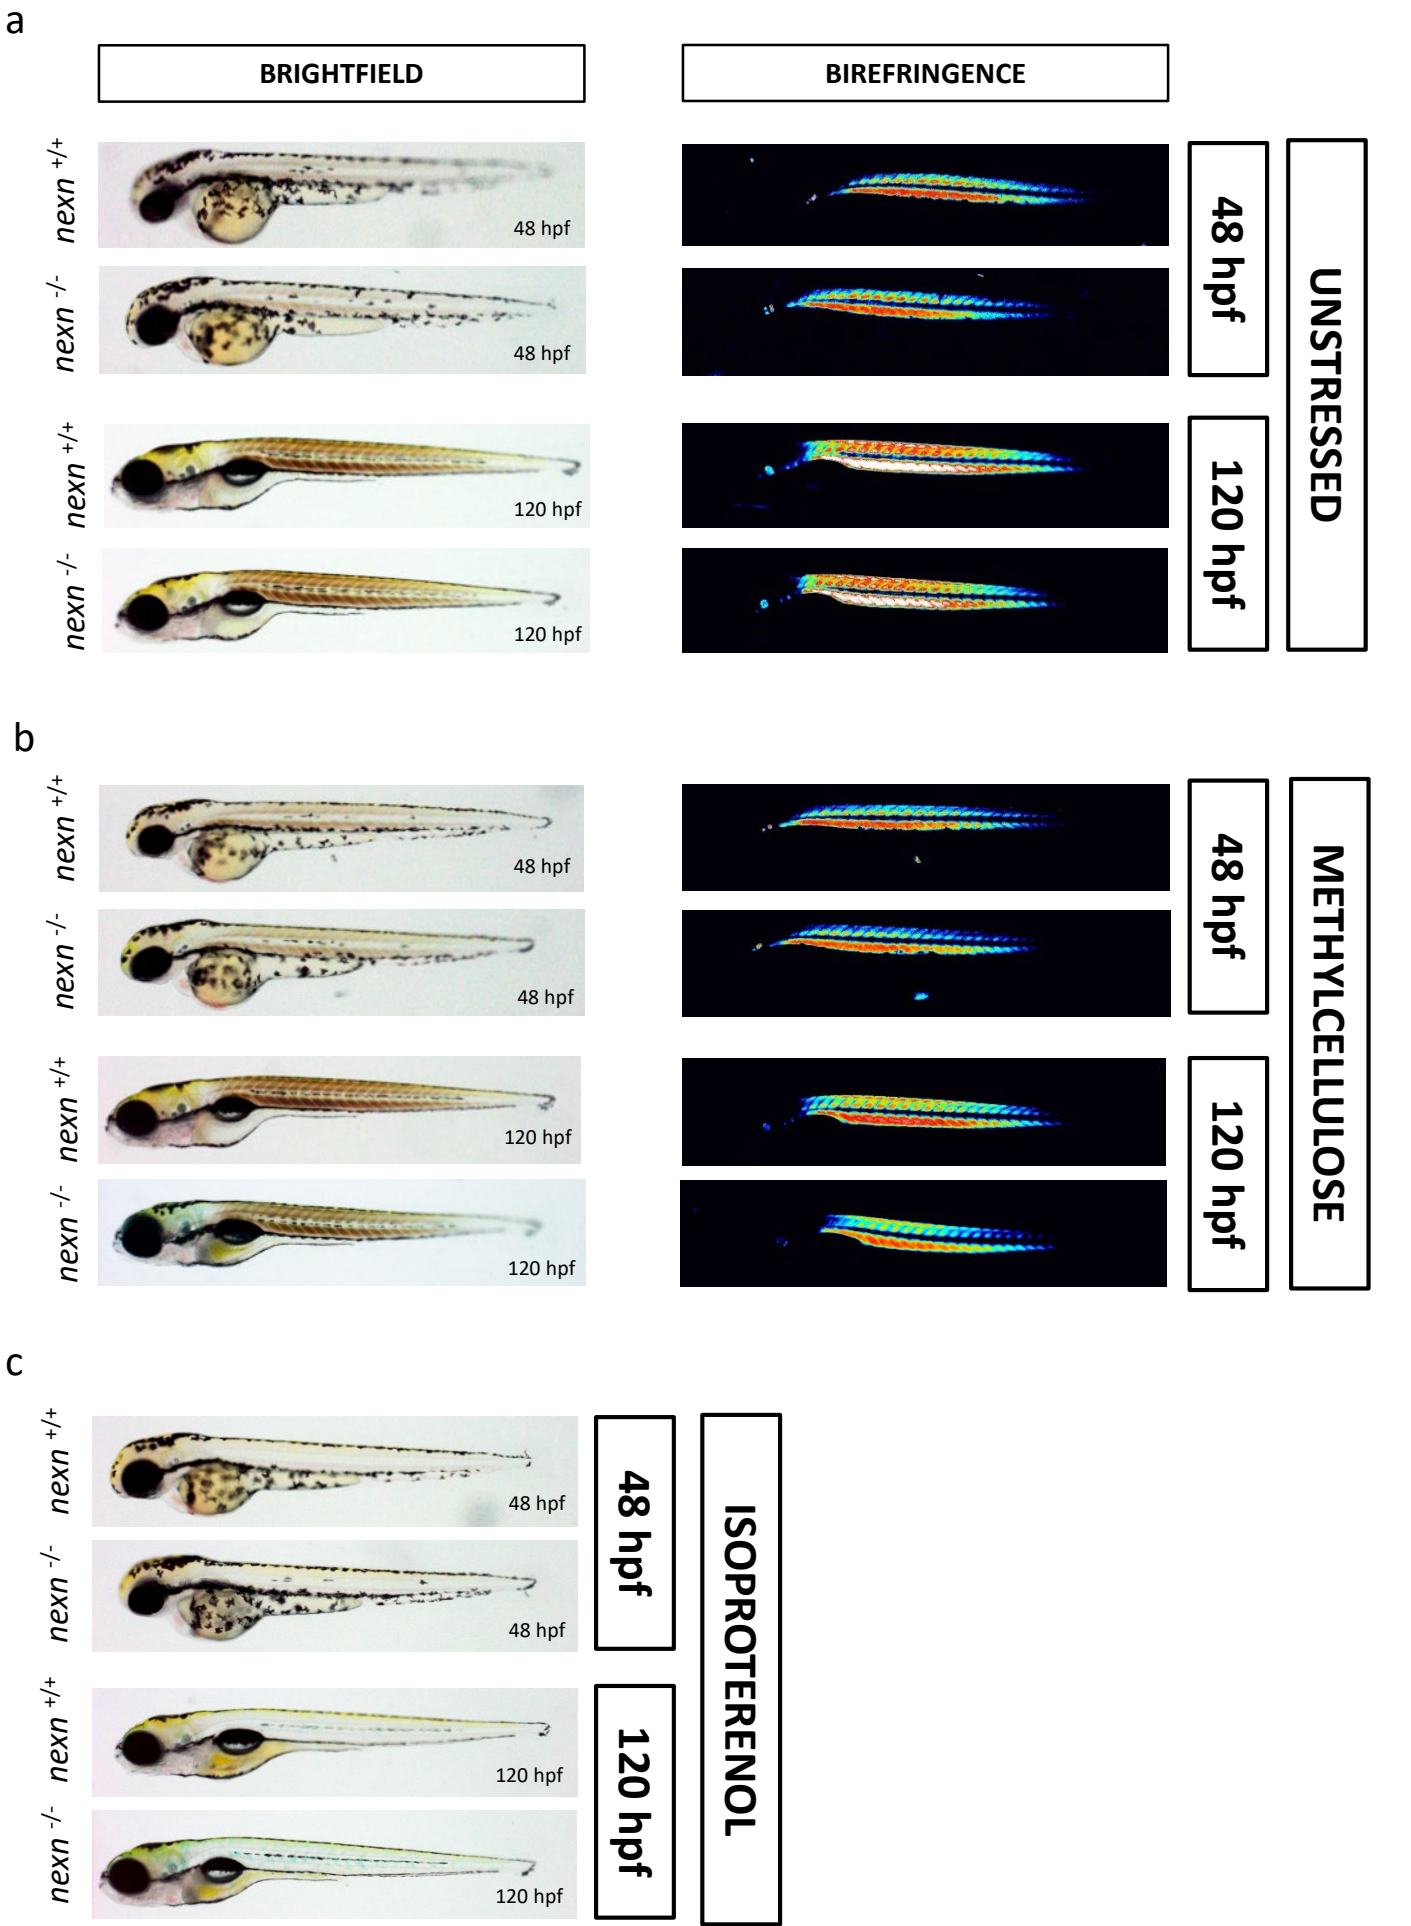

Supplementary Figure S4

unstressed

stressed

*nexn*<sup>+/+</sup>

*nexn*<sup>-/-</sup>

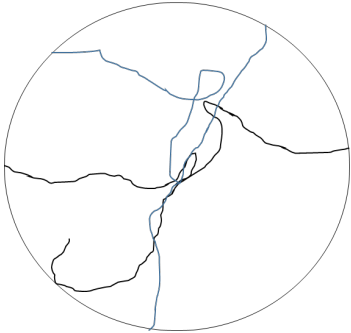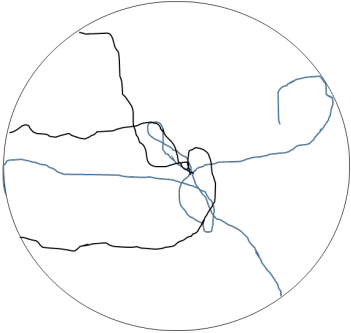

48 hpf

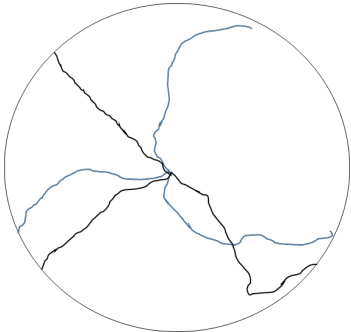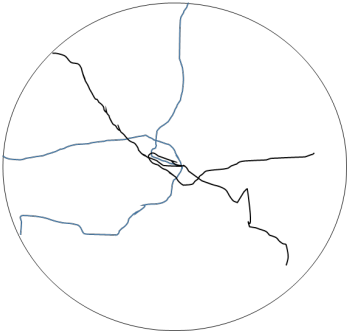

72 hpf

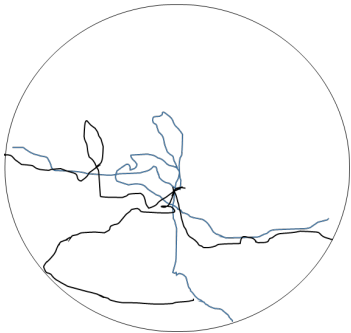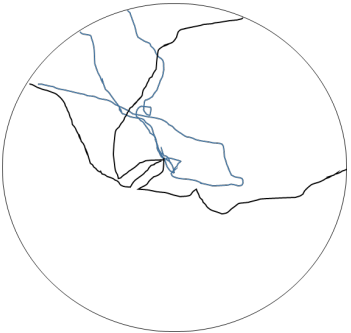

120 hpf

Supplementary Figure S5

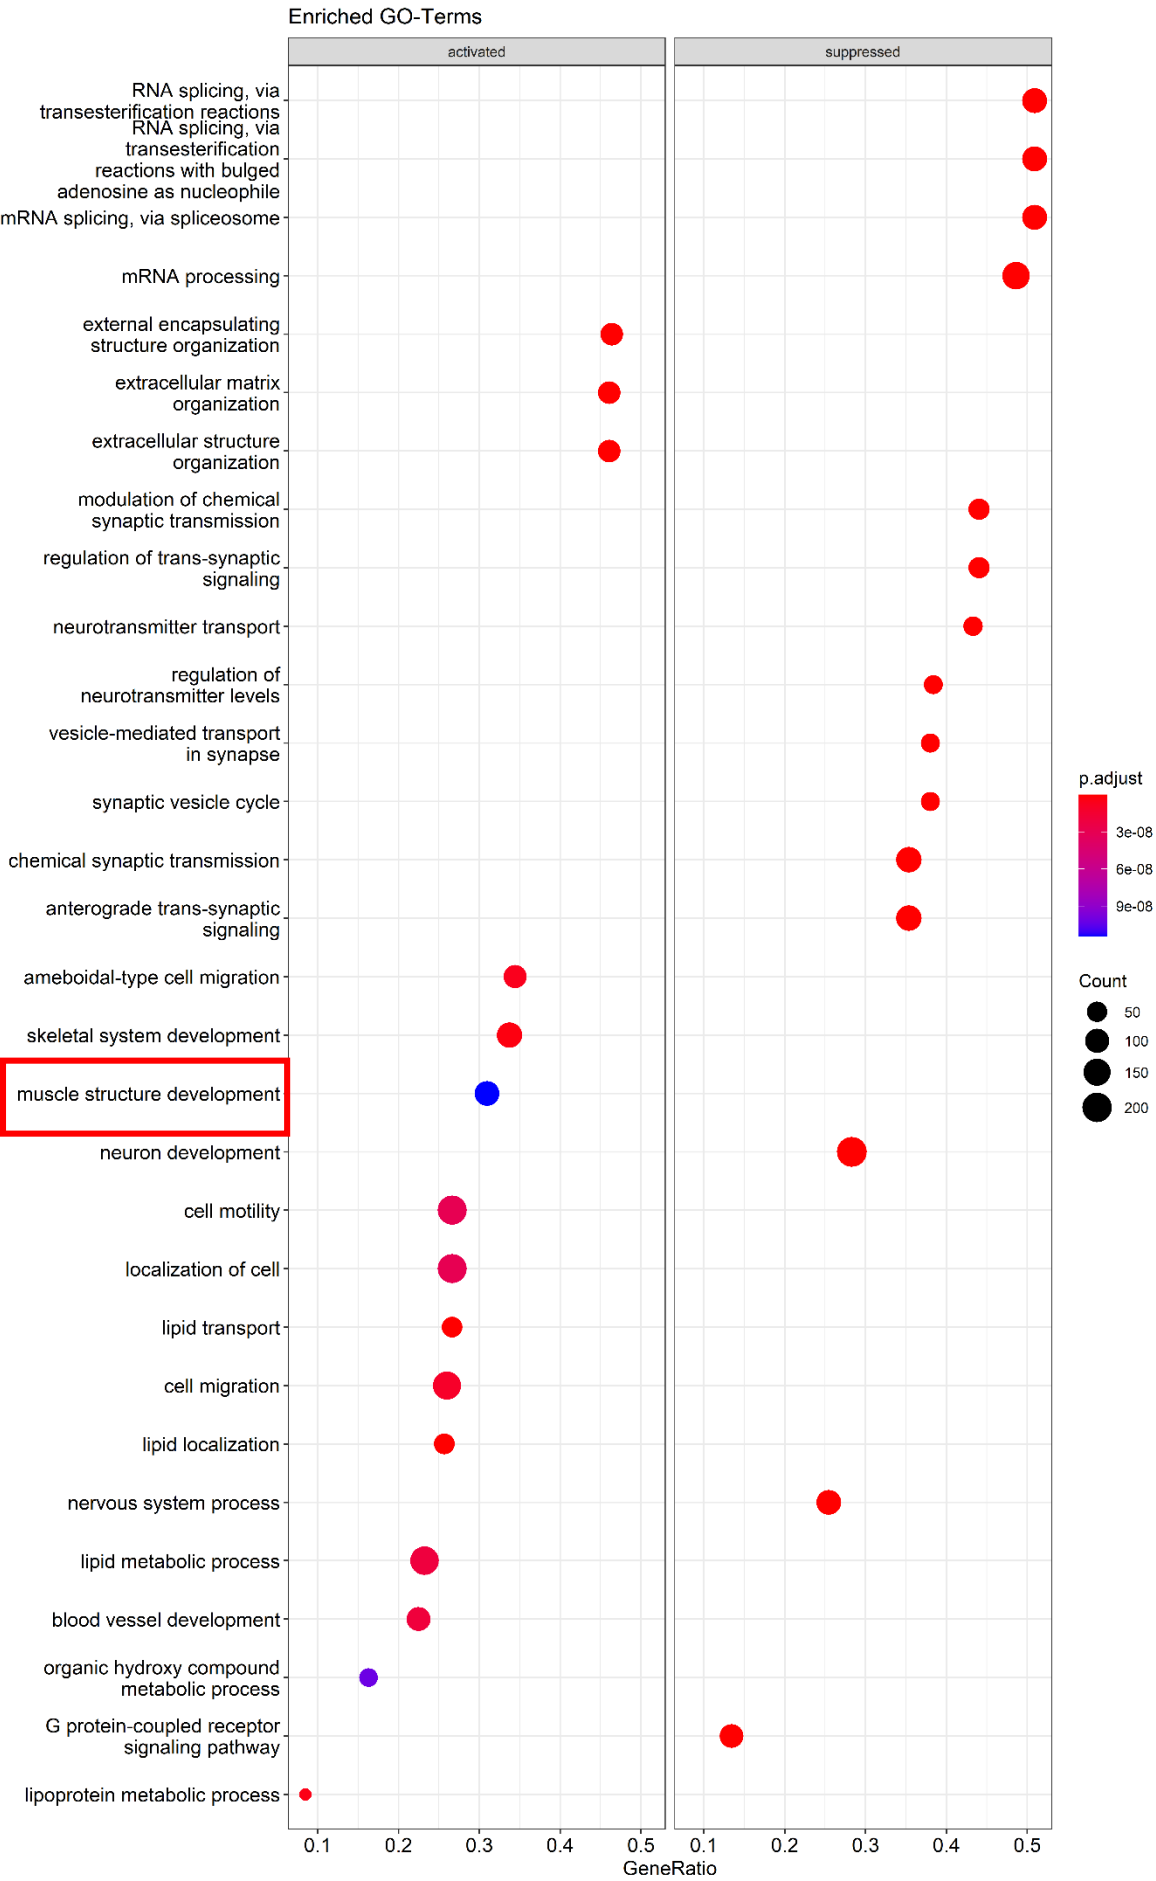

Supplementary Figure S6

|                                    | Sequence (5' – 3')                                                             |
|------------------------------------|--------------------------------------------------------------------------------|
| uni-tracrRNA [45]                  | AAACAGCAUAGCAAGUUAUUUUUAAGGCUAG<br>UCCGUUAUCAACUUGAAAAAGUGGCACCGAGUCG<br>GUGCU |
| gRNA_ <i>nexn</i> _Exon2_antisense | AAACCGCTGTTCATCTCCACCTCT                                                       |
| gRNA_ <i>nexn</i> _Exon2_sense     | TAGGAGAGGTGGAGATGAACAGCG                                                       |
| <i>nexn</i> _qRT_fwd               | GAAGTGATAGCATGGCGGA                                                            |
| <i>nexn</i> _qRT_rev               | GTGTTCTCTGAATCAACATCA                                                          |
| 18S_qRT_fwd                        | CACTTGTCCTCTAAGAAGTTGCA                                                        |
| 18S_qRT_rev                        | GGTTGATTCCGATAACGAACGA                                                         |
| <i>rpl13</i> _qRT_fwd              | TCTGGAGGACTGTAAGAGGTATGC                                                       |
| <i>rpl13</i> _qRT_rev              | AGACGCACAATCTTGAGAGCAG                                                         |
| myhb_qRT_fwd                       | AAATCTTCCCAATGAATCCACC                                                         |
| myhb_qRT_rev                       | ACACAACTACAGCATCATACAC                                                         |
| tnni2b.1_qRT_fwd                   | CGGCAGAGGAAGAAAAACAAA                                                          |
| tnni2b.1_qRT_rev                   | CATGGCATCAGCAGACATAC                                                           |
| cmlc1_qRT_fwd                      | GTCACGTCTTGGCAACGCTT                                                           |
| cmlc1_qRT_rev                      | CAATCTTTGCAGCGTCGGCT                                                           |
| tnnt2c_qRT_fwd                     | CCAAATTGCGTGCCGAGGAA                                                           |
| tnnt2c_qRT_rev                     | TGCGACGCTCTAGCAGACAT                                                           |
| tnnt2a_qRT_fwd                     | TGACATCCACCGTAAGCGCA                                                           |
| tnnt2a_qRT_rev                     | AACGCTTCTGTGCGCTCCCTT                                                          |
| tpm4b_qRT_fwd                      | TGCGCGAGAAAGCTGAAGGA                                                           |
| tpm4b_qRT_rev                      | AGTTTCTGAAGCGCAGTGGA                                                           |
| <i>nexn</i> E6 splice MO [8]       | ATTGGCAAAGCTGACCTCGCCCATC                                                      |
| Std Ctrl MO                        | CCTCTTACCTCAGTTACAATTTATA                                                      |

Supplementary Figure S1: Original immunoblot showing reduced Nexn levels in *nexn*<sup>-/-</sup> embryos at different exposure times.

Supplementary Figure S2: *nexn* morpholino-knockdown leads to heart and skeletal muscle failure. **(a)** *nexn* MO injected embryos develop (cardio-)myopathy at 72 hpf as indicated in the brightfield and birefringence images. **(b)** Heart rate is at a similar level in *nexn* MO and Std Ctrl MO injected embryos at 72 hpf (N = 3, n = 15, mean ± SD, p = 0.1323 using two-tailed t-test). **(c)** Analysis of ventricular fractional shortening reveals significantly reduced heart contractility in *nexn* MO injected embryos at 72 hpf (N = 3, n = 15, mean ± SD, p < 0.0001 using two-tailed t-test). **(d)** Responsiveness to mechanical stimuli does not differ between *nexn* MO and Std Ctrl MO injected embryos at 72 hpf (N = 3, mean ± SD, p > 0.7000 using Mann-Whitney test). **(e)** Densitometric quantification of birefringence signals shows reduced signal intensity in *nexn* MO injected embryos compared to Std Ctrl MO injected at 72 hpf (N = 3, n = 15, mean ± SD, p < 0.0001 using two-tailed t-test). **(f)** Immunostaining does not reveal differences regarding myofibrillar organization in *nexn* MO injected embryos at 72 hpf. FS: fractional shortening, ns: not significant

Supplementary Figure S3: *nexn* knockout does not lead to pericardial edema or blood congestion. Brightfield and birefringence images do not reveal phenotypical differences between *nexn*<sup>+/+</sup> and *nexn*<sup>-/-</sup> embryos at 48 and 120 hpf when being **(a)** unstressed, **(b)** stressed with methylcellulose or **(c)** stressed with isoproterenol.

Supplementary Figure S4: Representative illustration of movement pattern during touch-evoked flight response. *nexn*<sup>-/-</sup> embryos did not have altered motility and showed straight forward flight response after mechanical stimuli (N = 3, n = 15).

Supplementary Figure S5: Dotplot showing the top 15 activated and suppressed Gene Ontology terms. Dots are colored according to their adjusted p-value. Dot size represents counts.

Supplementary Figure S6: Sequences of used oligonucleotides.

How the deposited data were processed for this re-analysis (not part of the article)

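RNA-sequencing data of zebrafish embryos at 72 hpf were analysed, with 2 libraries of nexn+/+ and 2 of nexn−/− embryos and 25 pooled embryos in each. Genotype and replicate number of each library were taken from the sample labels, and age and number of embryos from the paper. The labels give no sequencing batch.

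The reads were sequenced by a service provider and mapped to GRCz11, and the authors deposited estimated counts per gene, which are not normalized and need not be whole. Between 92% and 93.2% of the values above 0 were whole numbers. The authors also deposited TPM values, which are scaled to the total of each library and to gene length, and FPKM values, which are proportional to TPM within a library. The paper's text does not name the counting program or the annotation release. The column headings of the 4 tables all carry the name of the same library although their values differ, so the library of each table was taken from its deposition record. The low-count filter that the authors applied before DESeq2 was not part of the deposited tables, and the paper's text does not give its limit. Gene symbols were those of the deposited tables, in which 104 of 32057 genes had none. Of the gene identifiers, 28988 were found in a separate table of gene names.

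Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr (20312 genes), scaled by TMM, and tested with the quasi-likelihood test, with genotype as the only term and Benjamini-Hochberg adjustment. TMM factors were 0.88 and 1.02 in the nexn+/+ libraries and 1.07 and 1.04 in the nexn−/− libraries. The 10 genes with the most counts took 12.1% and 7.75% of the counts in the nexn+/+ libraries and 10.1% and 10.3% in the nexn−/− libraries. The common biological coefficient of variation was 0.146. Where both libraries of a genotype had 3 counts or fewer, list medians were also computed with that gene at its lower bound. On simulated counts with the means and library sizes of these data, the same test recovered 160 of 197 changed genes (81.2%). There were 2 false calls among 19988 tested genes. Only these 197 tested genes were changed in the simulation, whereas 6223 of 20312 genes were called in the data. The simulation therefore does not test the scaling, or the rate of false calls, where many genes differ.

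The depth per library was between 19413597 and 21956272 estimated counts, so 1 CPM stands for about 20 counts, and genes near this level carry a counting error that is large beside the smaller fold changes.

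The genes named were fixed by a rule: nexn, the 12 genes of Fig. 7d, the qPCR reference gene rpl13, the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 10 CPM, a symbol and no overlap between genotypes, and members of the gene lists. rpl13 was not called (log2(FC) −0.24, standard error 0.151, adjusted p = 0.259, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tests, main settings, most alternatives, the naming rule and 19 gene lists of tissues and processes were set before the data were examined, although the figures and the shortened supplementary table of the paper had then been read. These 19 lists were muscle myosins, tropomyosins and troponins, heart muscle, fast and slow skeletal muscle, Z-disc, muscle chaperones, photoreceptors, lens crystallins, exocrine pancreas, hatching gland, cell division, embryonic globins, yolk and gut lipoproteins, liver plasma proteins, collagens, synaptic genes, splicing factors, nonsense-mediated decay factors and ribosomal proteins. Another 8 lists were added after the first results had been seen. Lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01, and also with fry and with an estimated correlation.

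The alternatives were DESeq2 1.42.0 and limma-voom in place of edgeR, other scalings (median-of-ratios, library size alone, upper quartile, rpl13), other filters, another or no fold change limit, the replicate number as a block, counts thinned to the smallest library, offsets for gene length and for effective length computed from the deposited counts and FPKM values, and each library left out in turn. Leaving out a library leaves a genotype with a single library, so only fold changes were taken from these fits. Which genes neighbour nexn was read from the gene order of the GRCz12tu assembly, since no annotation of GRCz11 was used here. GC content and the GO term were not analysed here. Of Supplementary Table 2 of the paper, 1999 of 23991 lines were read, and single genes were looked up in them. The qPCR samples and the morphants were not analysed here.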

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

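The tests of reads shared between globin copies, of tissue shares, of a younger stage by the liver list and of a stage difference for part of the lists were chosen after the results had been seen.

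Genes of 4 tissues that the paper does not discuss differed between genotypes as lists, both by limma's camera test and by limma's fry test. The 43 photoreceptor genes had a median log2(FC) of −1.26, with 37 called lower and 0 higher (adjusted p = 8.06e-16 by limma's camera, 0.031 by fry). Their summed level was 15095 and 18345 CPM in the nexn+/+ libraries and 6493 and 6750 CPM in the nexn−/− libraries, and the most abundant of them, opn1lw2, was at 2408 and 3034 against 1194 and 1270 CPM. The 35 liver plasma protein genes had a median of 2.66, with 30 called higher and 0 lower (adjusted p = 1.82e-12 by limma's camera, 0.0264 by fry). Of their summed level, 810 and 604 CPM in nexn+/+ and 1610 and 1602 CPM in nexn−/− embryos, most in nexn+/+ embryos came from rbp4 (671 and 519 CPM), which was not called. The 10 embryonic globin genes had a median of 1.68, with 9 called higher and 0 lower (adjusted p = 4.25e-05 by limma's camera, 0.0409 by fry). The 3 hatching gland genes had a median of 2.02, with 3 called higher (adjusted p = 0.0135 by limma's camera, 0.0264 by fry), but their summed level was at most 14.7 CPM. In the median of each of these lists both nexn−/− libraries lay on the same side of both nexn+/+ libraries. None of the 4 lists was past 0.05 by limma's camera with an estimated correlation (adjusted p from 0.406 to 0.454). Some photoreceptor, globin and liver genes had been seen in the first lines of the paper's supplementary table before the lists were written, so these lists are not independent of the study.

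A difference in developmental stage between the pools was tested with lists that rise or fall with age at this stage. A younger stage of the nexn−/− embryos would lower the exocrine pancreas list (13 genes), which had a median of 1.63 (spread between libraries 0.642). The level of this list was low, however, with a sum of 25.7 and 11.8 CPM in nexn+/+ and 58.1 and 61.3 CPM in nexn−/− embryos, and 5 of its genes were called higher and 0 lower. The list was past 0.05 by limma's camera (adjusted p = 0.0135) but not by fry (adjusted p = 0.157), and its median was 0.891 without nexn+/+ replicate 2 and 2.69 without nexn+/+ replicate 1, so although it moved beyond its spread, as the rule set in advance asked, it decides little by itself. The 35 liver genes are read here as rising with age, which was not tested, and a younger stage would lower them too. On this reading, their median of 2.66 (spread between libraries 0.409) argues against a younger stage as the cause of all these movements. If part of them is higher at a younger stage, the list cannot decide. An older stage as the cause of all these movements is argued against by the photoreceptor median of −1.26. The other lists of age did not decide, with medians of 0.30 for 41 lens crystallins (6 called higher, 0 lower; adjusted p = 0.0606 by limma's camera) and −0.04 for 35 cell division genes (0 called higher, 1 lower; adjusted p = 0.463 by limma's camera). The crystallin median was 0.02 without nexn+/+ replicate 1 and 0.71 without nexn+/+ replicate 2, and the cell division median turned to 0.101 without nexn+/+ replicate 2. For part of the lists a stage difference stays open. A younger stage remains possible for the lower photoreceptor and higher hatching gland genes (median 2.02), and an older stage for the higher liver and pancreas genes (median 2.66 for liver). Yolk and gut lipoproteins (median 3.52), embryonic globins (1.68) and synaptic genes (−0.95) were not tested for stage. A stage difference therefore stays open for them as well. Stage, genotype and parents coincide in this design, so these cannot be told apart for these lists.

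Reads shared between near-identical globin copies could move counts from gene to gene, but they would leave the sum over the list near its level. The sum was 848 and 613 CPM in the nexn+/+ and 2518 and 2581 CPM in the nexn−/− libraries, and even the closest pair of libraries differed 2.97-fold. Reads shared with globin genes outside the list were not tested.

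A lower share of nerve tissue in the nexn−/− pools would raise the genes of all other tissues alike. The lists of yolk and gut lipoproteins and of fast skeletal muscle lay 3.57 apart in median log2(FC), more than their spread between libraries, which argues against this as the whole cause. A different share of heart, liver, yolk and blood in the pools of the 2 genotypes remains a candidate explanation. In their medians, all 4 lists of these organs were higher in both nexn−/− libraries than in both nexn+/+ libraries. The summed level of the 13 heart genes went the other way, with 1581 and 947 CPM in nexn+/+ and 487 and 452 CPM in nexn−/− embryos, and most of it came from ttn.2. The paper stained Titin in skeletal muscle, so a sum led by ttn.2 need not report the share of heart tissue. Without ttn.2 the sum was 24.8 and 21.3 CPM in nexn+/+ and 113 and 116 CPM in nexn−/− embryos. The genotype, the parents and the pools coincide in this design, so a different organ share, a difference between the parents and an effect of the mutation on these genes cannot be told apart.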

How the results depend on the processing

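The offsets for gene length and effective length, DESeq2 with a limit of 1, the scaling to rpl13 for counts of calls and for lists, and the count of nearest genes around nexn were chosen after seeing the data.

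The direction of nexn and of the other 22 named genes that were called held under every setting run, and each was called in each of 13 alternative fits. The called genes largely remained the same under other settings. Of 6223 called genes, 5479 were also called by DESeq2, 6127 by limma-voom, 5261 with library size alone, 5604 with the upper quartile, 4846 with the libraries scaled to rpl13 and 5637 with effective length offsets, all in the same direction.

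Counts of calls moved with the fold change limit. With a limit of 1 there were 2218 higher and 922 lower genes, and with DESeq2 and a limit of 1, 1914 and 917; a stricter limit calls fewer genes by construction. With library size alone 4414 genes were called higher and 1878 lower, and with the libraries scaled to rpl13 5081 higher and 1466 lower, in place of 3392 and 2831. The median log2(FC) of all tested genes shifts by 0.147 and 0.234 with these scalings, and the cause was not tested further.

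The replicate numbers did not pair the libraries. Deviations from the genotype means of same-numbered libraries had a correlation of −0.019 across genes. With the replicate number as a block, edgeR called 3417 genes higher and 2741 lower. In this fit the odds ratio for called genes on the chromosome of nexn was 0.845 (p = 0.0406, Fisher's exact test, two-sided), against 0.885 without the block (p = 0.135); p-values over 5 alternatives ranged from 0.0406 to 0.443. The cause was not tested.

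The median log2(FC) of muscle myosins, tropomyosins and troponins was 0.70 in all set tests. Its adjusted p was 0.12 by limma's fry and 0.631 by limma's camera with an estimated correlation, against 1.27e-05 by limma's camera with the preset correlation (5.56e-06 to 0.631 over 14 alternatives). With each library left out in turn, the median ranged from 0.42 without nexn+/+ replicate 2 to 1.103 without nexn+/+ replicate 1. Of 19 lists, 14 were past 0.05 by limma's camera, 10 by fry and 0 with an estimated correlation, where the correlation is estimated from 2 libraries per genotype. The smallest adjusted p over the 19 lists with this last test was 0.296. Lens crystallins passed 0.05 with the filter of at least 10 counts, with the replicate number as a block, and with the block and gene length offsets (adjusted p = 0.0474, 0.0459 and 0.0484 by limma's camera; 0.0459 to 0.81 over 13 alternatives), and muscle chaperones with library size alone (adjusted p = 0.0467 by limma's camera; 0.0467 to 0.631 over 13 alternatives).

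The median of fast skeletal muscle, −0.04, turned to 0.226 with the libraries scaled to rpl13, 0.143 with library size alone, 0.0651 with the upper quartile, 0.0612 with the replicate number as a block and 0.0191 with the block and gene length offsets. The median of cell division genes, −0.04, turned to 0.19 with the libraries scaled to rpl13, 0.0974 with library size alone and 0.0619 with the upper quartile. The cause was not tested, and neither list was past 0.05 in any of 13 alternatives.

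Offsets for gene length were computed without GC content, so the offsets for GC content and length set earlier were not run as planned, nor were the windows of fixed size around nexn, since no GRCz11 genome was used here. Spearman's rho between log2(FC) and gene length across genes was −0.068, and genes are not independent replicates. With 2 libraries per genotype every test rests on few libraries. Leaving out a library leaves a genotype with a single library, so only fold changes were taken from these fits. Depth limits the genes of low level, such as tnnc1a with 6 and 4 counts in the nexn+/+ libraries, whose direction is clear but whose fold change is not precise.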

Differences from the paper's values

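DESeq2 with a log2(FC) beyond 1 and the offsets for gene length and effective length were chosen after seeing the values.

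The paper reports 2094 genes higher in nexn−/− embryos, and 3392 were called here. Of the alternatives set before the data were examined, DESeq2 (2871) and edgeR with a log2(FC) beyond 1 (2218) came within 1.5 times the paper's count, and the other alternatives did not. The paper reports 968 lower genes, and 2831 were called here. Of the alternatives set before the data were examined, only the log2(FC) beyond 1 came within 1.5 times (922). DESeq2 with a log2(FC) beyond 1, chosen after seeing the values, gave 1914 higher and 917 lower genes, also within 1.5 times of the paper's counts.

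The paper's adjusted p for nexn is 1.14e-05, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.00737 here. None of the alternatives set before the data were examined closed the gap. DESeq2 with Benjamini-Hochberg adjustment came closest, at an adjusted p of 0.000129, and its unadjusted p was 1.27e-05 (adjusted p over 13 alternatives 0.000129 to 0.00957). The paper calls the nexn mRNA level unaltered in the RNA-sequencing data, and its log2(FC) here was −0.91, past both limits.

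The second principal component holds about 7% of the variance in Fig. 7a, read by eye, and 11.8% here. With variance-stabilized values of DESeq2 it was 7.26% and with library size alone 10.4%, both within 1.5 times, and the other alternatives set before the data were examined gave larger shares. The first component holds about 92% in Fig. 7a, read by eye, and 85.8% here, and 91.8% with the variance-stabilized values.

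The paper gives 35 M paired reads, without saying whether per library, and the deposited estimated counts summed to 20.6 M per library on average. The first is a number of sequenced reads and the second a number of reads assigned to genes.

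The paper's log2(FC) of tnnt2c is 2.28195 (standard error 0.274722, Supplementary Table 2), and 2.59 was found here (standard error 0.302, edgeR). With DESeq2 (2.57) and with median-of-ratios size factors in edgeR (2.58) the difference was within the larger standard error. With the other alternatives set before the data were examined that kept every library, it was not. Leaving out nexn+/+ replicate 2 (2.13) or nexn−/− replicate 2 (2.54) also brought the difference within that error. Leaving out nexn+/+ replicate 1 (3.23) or nexn−/− replicate 1 (2.63) did not.

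The paper's qPCR values of Fig. 7e (Supplementary Table 1, mean ± SD relative to rpl13) come from another assay. The paper's fold change was 1.499 ± 0.429 for myhb, and 7.25 by RNA-sequencing here. For tnni2b.1 the paper's value was 1.914 ± 0.637, and 3.97 was found here. For cmlc1 the paper's value was 2.733 ± 0.847, and 15.7 was found here. For tnnt2c the paper's value was 2.727 ± 1.176, and 6.01 was found here. The log2(FC) behind this last value ranged from 2.13 without nexn+/+ replicate 2 to 3.23 without nexn+/+ replicate 1. For tnnt2a the paper's value was 1.547 ± 0.461, and 4.27 was found here. None of the alternatives set before the data were examined, scaling to rpl13 among them, closed the gaps of these 5 genes. For tpm4b the paper's value was 1.779 ± 0.346, and 2.35 was found here, which does not differ by more than 1.5 times. The 2.75 with the libraries scaled to rpl13 does (log2(FC) 1.46). Effective length offsets, chosen after seeing the values, gave a larger gap still (log2(FC) 1.85). The direction was the same in both assays for all 6 genes.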

Other observations

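The tests of gene length and scaling, of nearest genes around nexn, of titin, of muscle genes by level and between nexn+/+ libraries, and of the 8 added lists were chosen after the results had been seen.

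Many genes differed between genotypes, and several technical explanations were tested. Alleles linked to nexn would raise the share of called genes on its chromosome. Of 787 tested genes on that chromosome in the GRCz12tu assembly 28.8% were called, against 31.4% of the other placed genes, an odds ratio of 0.885 (p = 0.135, Fisher's exact test, two-sided), and the odds ratio was 0.811, 0.873 and 0.818 for the 50, 100 and 200 genes nearest to nexn on each side. Depth does not account for the calls, as 6014 of 6223 called genes were called in the same direction after thinning to the smallest library. With offsets for gene length 5871 were, and the smallest number over 4 other scalings was 4846. GC content was not analysed here. The parents of the embryos and the mutation stay open as explanations and were not tested apart.

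The heart genes rose beyond the sarcomere. Of 14 heart genes that encode no sarcomere protein 8 were called higher and 0 lower, with a median log2(FC) of 1.18, and the 10 that were not in the first heart list had a median of 1.02, with 5 called higher and 0 lower (adjusted p = 0.000618 by limma's camera and 0.0452 by fry over 8 added lists). The 9 heart genes of the sarcomere had a median of 2.09, with 7 called higher and 0 lower (adjusted p = 8.85e-05 by limma's camera). This list was written after the first results had been seen and leaves out ttn.2, a sarcomere gene of the first heart list that was called lower. A rise confined to sarcomere genes is argued against by these values. Levels were low in nexn+/+ embryos. As examples chosen after their values were seen, hand2 was at 4.87 and 3.83 CPM against 22.9 and 22.9, and nppa at 0.623 and 0.302 CPM against 10.6 and 8.92. A larger share of heart tissue in the nexn−/− pools may account for part of this, a hypothesis that the 4 organ lists above leave open. Of the 12 sarcomere genes in Fig. 7d, myl7, cmlc1, tnnc1a and tnnt2a belong to the first heart list.

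The titin genes fell while most heart sarcomere genes rose, and they were singled out after their values were seen. ttn.1 was at 1420 and 799 CPM in nexn+/+ and 389 and 340.2 CPM in nexn−/− embryos, with a log2(FC) of −1.61 (adjusted p = 0.0054, edgeR with Benjamini-Hochberg adjustment), and ttn.2 at 1557 and 926 against 374 and 336 CPM, with a log2(FC) of −1.81 (adjusted p = 0.00288, edgeR with Benjamini-Hochberg adjustment). Bias against long transcripts was tested, since both genes are longer than 12000 nucleotides. The log2(FC) of ttn.1 was −1.13 without nexn+/+ replicate 1 and −1.96 without nexn+/+ replicate 2, and that of ttn.2 −1.38 and −2.13. With gene length offsets the log2(FC) was −1.12 for ttn.1 and −1.38 for ttn.2 (adjusted p = 0.0232 and 0.00873, edgeR with Benjamini-Hochberg adjustment). Without offsets, 77 other genes of at least 12000 nucleotides had a median of −0.107, with 14 called higher and 20 lower. Such a trend with length is argued against as the whole cause, although the offsets took part of the fall. The lengths of ttn.1 and ttn.2, 88307 and 64994 nucleotides, lie at the end of the range, where the trend rests on few genes.

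Members of low level in the myosin, tropomyosin and troponin families rose more than the abundant members. Reads shared with the abundant members would let both move together. In the 2 pairs of a nexn−/− library with nexn+/+ replicate 2 the abundant members had a median log2 difference of 0.7445 and 0.8341 and those of low level 1.297 and 1.336, and in the 2 pairs with nexn+/+ replicate 1 the abundant members had −0.471 and −0.351 and those of low level 1.04 and 1.13. The smallest difference between the 2 groups was 0.502. The members were grouped by level after this pattern had been seen, so these values restate it and shared reads stay open. Over all genes the fold change fell with level, from a median log2(FC) of 0.594 in the lowest decile to −0.274 in the highest. Less the median of their decile, the members of low level still had a median of 1.204, so this trend is argued against as the whole cause. An effect of the mutation or of organ shares stays open as well.

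The 2 nexn+/+ libraries differed in muscle genes. The median log2 difference of replicate 1 from replicate 2 was 1.26 for fast skeletal muscle, 1.06 for slow muscle and 1.05 for Z-disc genes, and 0.0018 for synaptic genes, whereas it was −0.06 for fast skeletal muscle between the nexn−/− replicates. The difference was not confined to muscle. It was 1.06 for exocrine pancreas, 0.75 for liver and −0.77 for lens crystallins, against 0.17 for collagens and 0.26 for heart muscle. A different share of muscle in the nexn+/+ pools is a candidate explanation for the muscle lists. However, it rests on a single pair of libraries and cannot be told apart from other differences between them.

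The lists overlap in muscle genes, with 29 of 57 myosin, tropomyosin and troponin genes and 8 of 13 heart genes also in another list. Several lipoprotein genes and some collagens had been seen in the paper's supplementary table, and synaptic and splicing terms in its Fig. S5, before the lists were written. Yolk and gut lipoproteins (24 genes) had a median log2(FC) of 3.52, or 3.42 with genes at the count limit set to their bound, with 23 called higher and 0 lower (adjusted p = 2.25e-13 by limma's camera). Collagens (52 genes) had a median of 1.06, with 42 called higher and 0 lower (adjusted p = 3.19e-12 by limma's camera). Synaptic genes (51 genes) had a median of −0.95, with 44 called lower and 0 higher (adjusted p = 3.69e-16 by limma's camera), and splicing factors (86 genes) a median of −0.31, with 17 called lower and 0 higher (adjusted p = 5.21e-08 by limma's camera). These 4 lists were also past 0.05 by fry (adjusted p from 0.0147 to 0.0404). Nonsense-mediated decay factors (19 genes) had a median of −0.28, with 1 called higher and 3 lower, and an adjusted p of 0.0832 by limma's camera and 0.0285 by fry. Ribosomal proteins (80 genes) had a median of −0.34, with 0 called higher and 9 lower, and an adjusted p of 2.87e-08 by limma's camera and 0.157 by fry. These small medians depended on the scaling. With the libraries scaled to rpl13, which shifts the median of all genes by 0.234, they were −0.0793 for splicing factors, −0.0512 for nonsense-mediated decay factors and −0.101 for ribosomal proteins, and with library size alone −0.167, −0.136 and −0.186. Among the lists added later, blood vessel endothelium had a median of 0.90, larval epidermis 0.92, kidney tubule 0.43, posterior hox genes 0.03 and forebrain transcription factors −0.73.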
